# Single-cell sequencing dissects the transcriptional identity of activated fibroblasts and identifies novel persistent distal tubular injury patterns in kidney fibrosis

**DOI:** 10.21203/rs.3.rs-2880248/v1

**Published:** 2023-05-17

**Authors:** Valeria Rudman-Melnick, Mike Adam, Kaitlynn Stowers, Andrew Potter, Qing Ma, Saagar M. Chokshi, Davy Vanhoutte, Iñigo Valiente-Alandi, Diana M. Lindquist, Michelle L. Nieman, J. Matthew Kofron, S. Steven Potter, Prasad Devarajan

## Abstract

Examining kidney fibrosis is crucial for mechanistic understanding and developing targeted strategies against chronic kidney disease (CKD). Persistent fibroblast activation and tubular epithelial cell (TEC) injury are key CKD contributors. However, cellular and transcriptional landscapes of CKD and specific activated kidney fibroblast clusters remain elusive. Here, we analyzed single cell transcriptomic profiles of two clinically relevant kidney fibrosis models which induced robust kidney parenchymal remodeling. We dissected the molecular and cellular landscapes of kidney stroma and newly identified three distinctive fibroblast clusters with “secretory”, “contractile” and “vascular” transcriptional enrichments. Also, both injuries generated failed repair TECs (frTECs) characterized by decline of mature epithelial markers and elevation of stromal and injury markers. Notably, frTECs shared transcriptional identity with distal nephron segments of the embryonic kidney. Moreover, we identified that both models exhibited robust and previously unrecognized distal spatial pattern of TEC injury, outlined by persistent elevation of renal TEC injury markers including Krt8, while the surviving proximal tubules (PTs) showed restored transcriptional signature. Furthermore, we found that long-term kidney injuries activated a prominent nephrogenic signature, including *Sox4* and *Hox* gene elevation, which prevailed in the distal tubular segments. Our findings might advance understanding of and targeted intervention in fibrotic kidney disease.

## Introduction

Fibrosis is a key underlying process in CKD, resulting in a progressive functional decline with high prevalence, morbidity and mortality.^1–3^ While early fibrotic response is essential for injury recovery,^4^ excessive extracellular matrix (ECM) production leads to renal parenchymal fibrotic remodeling.^5^ Since existing therapeutic options remain merely supportive^6^ and advanced CKD might result in end-stage kidney disease (ESKD) requiring lifelong dialysis or transplant,^7^ mechanistic understanding of kidney fibrosis is paramount.

Aberrant injury induced fibroblast activation and appearance of myofibroblasts is a crucial pathologic contributor to kidney fibrosis.^8–11^ Yet, existing approaches to ECM-producing renal cell population targeting remain controversial, due to the nonspecific expression of currently used markers such as *Acta2*, *Col1a1* and *Vim*.^12–22^ A recent study examined human CKD and murine UUO induced renal fibrosis; however, defining kidney fibroblasts via ECM genes or *Pdgfrβ* might not allow for specific capturing of all heterogeneous stromal populations.^12,23,24^

Unresolved TEC injury and pro-fibrotic changes represent another key CKD landmark.^25^ Multiple studies^26–30^ have examined healthy and abnormal PT transcriptional and translational profiles due to their crucial role in kidney metabolism and injury. Recent scRNA-seq analysis identified and pharmacologically tested molecular pathways involved in PT repair.^31^ Also, several studies revealed new “repairing”, “injured” and “failed repair” PT states appearing during dynamic kidney injury response.^32–34^ “Failed repair” PTs displayed dedifferentiated proinflammatory and profibrotic transcriptional states associated with CKD progression. However, little is known about the transcriptional signatures of distal nephron tubular segments, despite our recent report showing robust renal developmental program reactivation in distal segments.^29^

Here, we dissected the molecular and cellular events defining two clinically relevant murine models of kidney fibrosis. By combining multiple scRNA-seq replicate analysis with thorough validation, we identified three fibroblast clusters with distinctive transcriptional signatures along with persistent distal spatial pattern of long-term kidney tubular epithelial remodeling, injury and renal developmental program reactivation.

## Results

### Kidney fibrosis models exhibit proximal tubular loss, functional decline and novel cellular clusters.

We established two clinically relevant kidney fibrosis models induced by UIR and UUO.^35–37^ At day 28 post-injury, both models exhibited key CKD features including renal parenchymal loss and blood flow decline^38^ (Fig. 1a and b, Supplementary Figure S1). Then, 10x Chromium scRNA-seq was carried out on the control, UIR and UUO kidney suspensions. 

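In this assay each droplet gives its transcripts a cell barcode, and each captured transcript a unique molecular identifier (UMI), so that UMIs count molecules. The deposited data hold 11 libraries, 5 from naive control kidneys (Ctrl, N1, N2, AN1 and AN2), 3 from UIR and 3 from UUO kidneys (in each model 1 library without a number, then 1 and 2). The authors deposited raw UMI counts for every barcode, including empty droplets, without normalization and before their removal of ambient RNA and doublets. The total was 91920461 to 110914244 UMIs per control library (median 97093087), 82522753 to 117043590 per UIR library (median 97601000) and 49503312 to 60918546 per UUO library (median 50759248). From these counts, cells were called against the empty-droplet profile of each library, and barcodes with more than 30% mitochondrial UMIs, more than 5% hemoglobin UMIs or fewer than 200 genes were left out. Predicted doublets, 7.5% of each library, were removed as the paper states. The remaining cells were clustered, and clusters were named by the paper's markers; genes that name a cluster are not reported as results for it. Shares of cells were computed per library and compared by exact permutation tests, two-sided, in which 5 control and 3 injured libraries allow a smallest p of 0.0357 and 3 against 3 libraries one of 0.1. For gene expression, the UMIs of each class were summed per library wherever it had at least 20 cells, given as counts per 1e6 UMIs of that sum (CPM), and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested in the class. Log2 fold changes are normalized by edgeR's TMM method and can differ from the ratio of the mean CPM values. Intervals and lower bounds cover counting error only. Counts were not corrected for ambient (free) RNA except where stated.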

Kidney cell populations were identified using unsupervised Uniform Manifold Approximation and Projection (UMAP) dimension reduction,^39^ and datasets were cleansed of potential doublets, ambient RNA and cells with high mitochondrial and hemoglobin components (Supplementary Figure S2–4). 

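Of 86440 barcodes called as cells in the 11 libraries, 42184 exceeded the mitochondrial limit, 405 the hemoglobin limit and 6642 held fewer than 200 genes, with some barcodes failing more than 1 of these limits. After removal of 3289 predicted doublets, 40573 cells were kept, with 1858 to 2519 per control library, 4009 to 7442 per UIR library and 3803 to 5278 per UUO library. The share of called barcodes over the mitochondrial limit was 57.1% to 78.7% in the controls, 23.9% to 37.3% in UIR and 3.16% to 8.06% in UUO. Kept cells had a median depth of 2461 to 5124 UMIs in control libraries, 2588.5 to 3845 in UIR and 3023.5 to 4026 in UUO.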

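Among the kept cells of the control libraries, the proximal tubule (PT) held 69.1% ± 1.46 (SD, n = 5 libraries), the loop of Henle 2.67% ± 0.418 and the distal tubule 2.88% of cells. Collecting duct principal cells made up 6.14% ± 0.758 and intercalated cells 2.38%, podocytes 2.43% and endothelial cells 6.36% (n = 5).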

Controls exhibited podocyte (*Nphs1/2*), endothelial (*Adgrl4*) and epithelial clusters, including large PT S1 (*Slc5a2/12*), S2 (*Cyp2e1/4b1, Slc22a6*) and S3 (*Acy3, Slc27a2*) subpopulations and distal nephron tubular segments, represented by loop of Henle (*Slc12a1*), distal tubule (*Slc12a3*), collecting duct principal (*Fxyd4*) and intercalated (*Atp6v1g3*) cells (Fig. 1c, 2a, Supplementary Figure S5, Supplementary Table S1).^40^ 

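Immune cells together were 5.75% ± 1.40 (SD, n = 5 libraries) of the control cells. Macrophages accounted for 4.02% ± 1.01 of control cells and T/NK cells for 1.11% ± 0.247, while cDC2 cells (0.320%), B cells (0.130%), neutrophils (0.0203%) and cDC1 cells (0.0182%) were fewer.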

UMAPs also revealed small myeloid clusters, including conventional dendritic (cDCs) 1 (*Xcir1, Clec9a*) and 2 (*Clec10a*),^41^ macrophages (*C1qa*) and neutrophils (*S100a9*), along with lymphoid B (*Cd79a*) and T/NK (*Cd3g, Cd8a, Nkg7*) cells.^42^

Both models caused remarkable cellular landscape changes, including dramatic PT decline (Fig. 1c, 2b, Supplementary figures S6 and S7). 

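The PT share of kept cells was 16.9% ± 3.59 (SD, n = 3 libraries) in UIR and 1.62% ± 0.685 (SD, n = 3) in UUO. Relative to the controls it fell by 52.2 percentage points in UIR and by 67.4 in UUO. In both models every injured library lay below every control library (exact permutation test, two-sided, p = 0.0357 for each, adjusted p = 0.0643 in UIR and 0.0459 in UUO over 18 classes). Since no smaller p is possible here, no class share in UIR had an adjusted p under 0.05. Differences of shares, here and below, are called by the unadjusted p. A mitochondrial limit of 15% moved these values most, to decreases of 43.6 and 50.8 percentage points. Endothelial cells rose to 9.95% in UIR and 15.4% in UUO, and loop of Henle cells to 10.3% ± 1.51 and 6.38% ± 2.42 (n = 3 per model, exact permutation p = 0.0357 for each). Among non-PT cells alone, the endothelial share and, in UUO, the loop of Henle share fell instead of rising.

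**Figure D1:**
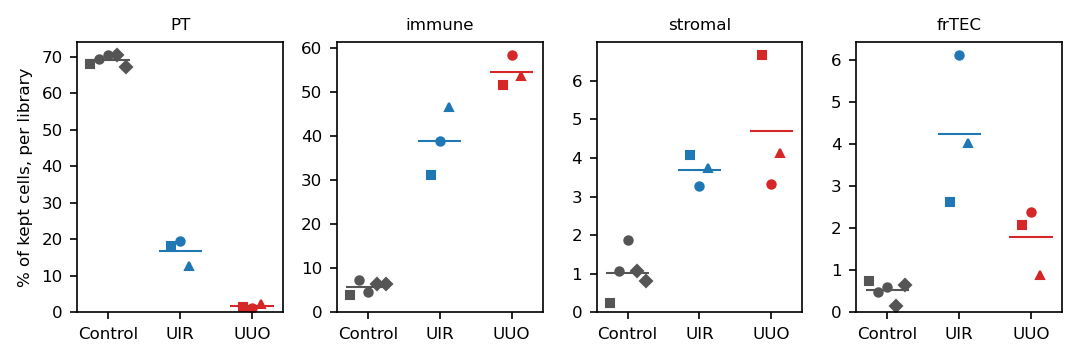
Shares of kept cells that are PT, immune, stromal or frTEC cells, in percent. Each point is 1 library of the control (5), UIR (3) or UUO (3) group and each line the mean of the group; the PT panel has means of 69.1%, 16.9% and 1.62%.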

We previously showed that AKI induced PT loss and dedifferentiation are restored to the mature gene expression as AKI resolves.^29^ Instead, substantial S1-S3 PT decline persisted in our long-term models, indicating AKI-to-CKD progression. However, the surviving UIR and UUO Day 28 PTs returned to normal gene expression, except the UUO S3 segment which exhibited persistent low solute-linked carrier encoding gene levels and pro-inflammatory signature^33^ (*Lyz2, C1qa/b, Ifi30, S100a8/9*) (Supplementary figures S8 and S9). Moreover, scRNA-seq revealed a separate epithelial cluster, located between loop of Henle and distal tubule on the UMAP, which was present in the control and markedly expanded in the fibrotic kidneys (Fig. 1c, 2b). 

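Sub-clusters of the PT were assigned to segments by the paper's segment markers. A single sub-cluster took the S1 name, with 635 cells in the 5 control libraries, 58 in the 3 UIR libraries and 0 in the 3 UUO libraries. Both S3-like sub-clusters together held 362 control, 130 UIR and 5 UUO cells, and none took the S2 name. S1-like cells were 6.35% ± 1.83 (SD, n = 5) of control cells and 0.379% ± 0.320 (SD, n = 3) of UIR cells. S3-like cells were 3.49% ± 0.928, 0.727% ± 0.441 and 0.0379% ± 0.0146 of control, UIR and UUO cells (exact permutation test, two-sided, p = 0.0357 for each model). The other 14 PT sub-clusters, which met no segment's criteria, held 59.2% ± 2.35 of control cells, 15.8% ± 2.96 of UIR cells and 1.59% ± 0.674 of UUO cells. The paper sets the lasting decline against its authors' earlier report of restored PT as AKI resolves, and states that it marks progression from AKI to CKD.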

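In PT pools of 1290 to 1713 control cells, 705 to 1463 UIR cells and 57 to 91 UUO cells per library, 239 solute carrier genes could be tested as a list. In UIR the list did not differ from control (fry, adjusted p = 0.417 over 10 list tests, on the edgeR fit), and its median log2 fold change of -0.050 and its mean of 0.0075 differ in sign. In UUO the list was lower, with a median of -0.45 (fry on the edgeR fit, adjusted p = 0.0123), and 30 of its genes were called lower and 5 higher (41 and 6 adjusted over the list alone). *Slc5a2* (ENSMUSG00000030781, chromosome 7 of GRCm38, 128265657 to 128272430) changed by a log2 fold change of -0.79 (standard error 0.17, adjusted p = 0.0037, edgeR) in UIR and -2.89 (standard error 0.32, adjusted p = 2.1e-05) in UUO. Its direction in UIR reversed to 0.24 at a mitochondrial limit of 50%, chosen after seeing the data. *Acy3* (ENSMUSG00000024866, chromosome 19, 3986570 to 3990007) and *Slc27a2* (ENSMUSG00000027359, chromosome 2, 126552407 to 126588243) were lower in UUO by log2 fold changes of -0.95 (adjusted p = 0.0024, edgeR) and -0.93 (adjusted p = 0.0053), and neither was called in UIR (-0.08 and -0.20). Of the inflammatory genes, *Lyz2* (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) had 1.77 ± 0.632 CPM (SD, n = 5) in control PT, 117 ± 47.6 (SD, n = 3) in UIR and 170 ± 102 (SD, n = 3) in UUO. These are log2 fold changes of 6.04 (adjusted p = 1.6e-10, edgeR) and 6.05 (adjusted p = 4.7e-07). *C1qa* (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) and *C1qb* (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187) rose by 4.97 and 5.25 in UIR and by 5.72 and 5.89 in UUO. *Ifi30* (ENSMUSG00000031838, chromosome 8, 70762774 to 70766663) was called in neither model, and *S100a8* and *S100a9* had too few counts to be tested. As a list these 4 genes were higher in both models (fry on the edgeR fit, adjusted p = 0.00011 in each) and did not differ between them (adjusted p = 0.548), with the same calls by camera. Adjusted over the list alone, 4 genes were called in UIR and 3 in UUO, and the study chose the list on these samples, so that it is not independent evidence. Free RNA limits these values. The counts of the list in PT were 0.373 of those that free RNA alone would give in UIR and 0.169 in UUO (medians of 3 libraries, from 0.156 to 0.817 in UUO, with 0.0339 to 1.25 in the controls) when its share was set by distal markers, a share that rests mainly on *Cldn10*, with 68.3% of the distal marker UMIs in PT. PT pools held *Cldn10* at 1.19 to 6.42 times its level in the free RNA profile (median 3.14), more than free RNA of this profile can give, so that this share is set too high. Without *Cldn10*, and with a deeper empty-droplet profile, both chosen after seeing the data, they were 1.38 (range 1.26 to 1.40) and 0.571 (0.260 to 1.95), against 3.05 to 7.44 in the control libraries. With at most 2 S3-like cells in a UUO library, the S3 segment could not be tested on its own.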

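Cells with the frTEC markers made up 0.532% ± 0.233 (SD, n = 5 libraries) of control cells, 4.26% ± 1.77 (SD, n = 3) of UIR cells and 1.79% ± 0.788 (SD, n = 3) of UUO cells (exact permutation test, two-sided, p = 0.0357 for each model). As a share of tubular cells outside the PT, they were 3.56% ± 1.37 in control, 18.5% ± 8.79 in UIR and 11.1% ± 4.75 in UUO (exact permutation p = 0.0357 for each). Of all non-PT cells they were 1.71%, 5.15% and 1.81%, with a difference from control in UIR (exact permutation p = 0.0357) but none detected in UUO (p = 0.786). The increase in UUO depended on several settings. Its share of all cells was no longer told apart from control at 1000 UMIs per barcode (a difference of 1.13 percentage points), a mitochondrial limit of 50% (1.29), with the markers among the clustering features (0.905) and at a resolution of 2 (1.11), and the difference was -0.185 at a limit of 15%. At that limit UIR lost its call as well, with 3.61 points of all cells, and 8.76 points of the tubular cells outside the PT (exact permutation p = 0.214). As a share of those cells, UUO was no longer told apart at 1000 UMIs or with the markers (exact permutation p = 0.179 each), at a resolution of 2 (p = 0.0714) and at the limit of 15% (p = 0.786).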

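In a comparison of these cells with the other tubular classes within libraries, *Cdh1* (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246) had a log2 difference of -2.55 (standard error 0.17, adjusted p = 1.5e-18, edgeR) and *Calb1* (ENSMUSG00000028222, chromosome 4, 15881264 to 15908064) of -3.79 (standard error 0.93, adjusted p = 0.00066). *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) was higher by 0.85 (standard error 0.34, adjusted p = 0.035, edgeR), and *Krt8* (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482) did not differ (-0.14, standard error 0.22, adjusted p = 0.65). The pools are not uniform. In a sub-cluster of 272 frTECs *Krt8* stood at 73.7 CPM and *Cdh1* at 3.67, against 471 to 640 and 36.0 to 93.5 in the other sub-clusters. No control library had enough frTECs for a pool. In the 56 control cells summed, *Spp1* stood at 2410 CPM and *Krt8* at 199.9, against 10037 ± 590 (SD, n = 3 libraries) and 418 ± 24.3 in UIR and 12194 ± 5994 and 447 ± 166 in UUO.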

We labeled them as “failed repair TECs” (frTECs) due to the simultaneous expression of epithelial (*Slc14a2, Cdh1, Calb1*), stromal (*Cp, Vcam1*) and injury related (*Spp1, Krt8, Cryab*) genes (Fig. 2a, Supplementary figures S6 and S7, Supplementary table S1).

Both models also exhibited evident inflammatory expansion, represented by increased myeloid and lymphoid infiltration along with proliferating macrophages (Fig. 2c, Supplementary figures S10). 

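The immune share of kept cells was 38.9% ± 7.71 (SD, n = 3 libraries) in UIR and 54.6% ± 3.54 (SD, n = 3) in UUO, both above every control library (exact permutation test, two-sided, p = 0.0357). Macrophages reached 22.1% ± 4.61 and 31.6% ± 8.06, and T/NK cells 12.2% ± 3.19 and 12.1% ± 3.24 of cells. Neutrophils and B cells rose to 2.31% and 1.81% in UUO, while in UIR their shares (0.0630% and 0.146%) did not differ from control (exact permutation p = 0.214 and 0.929). The change in immune share moved most when PT cells were left out of the denominator, where immune cells were 18.6%, 46.7% and 55.4% of control, UIR and UUO cells. Proliferating macrophages were 0.108% ± 0.0840 of control cells, 0.889% ± 0.200 of UIR cells and 1.16% ± 0.174 of UUO cells (exact permutation p = 0.0357 for each model). As a fraction of macrophages they were 2.67%, 4.02% and 3.74%, and these fractions did not differ from control (exact permutation p = 0.214 in UIR and 0.321 in UUO).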

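Of the immune cells, macrophages were 69.9% ± 2.31 (SD, n = 5 libraries) in control, 56.8% ± 1.65 (SD, n = 3) in UIR and 57.6% ± 11.0 (SD, n = 3) in UUO (exact permutation test, two-sided, p = 0.0357 and 0.0714). With each cell named on its own instead of by cluster, this fraction rose in both models, by 6.77 and 11.0 percentage points. T/NK cells were 19.5% ± 1.43 of immune cells in control and 31.2% ± 3.42 in UIR (exact permutation p = 0.0357). In UUO they were 22.5% ± 7.30 (exact permutation p = 0.464), a difference of 3.02 percentage points that became -0.725 without the unnumbered UUO library.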

While macrophages were the predominant immune fraction in the control, we observed Tcell/NK increase in the fibrotic kidneys. Moreover, scRNA-seq identified three separate fibroblast clusters, named “Fibro 1, 2 and 3” (Fig. 1c, 2d). 

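Stromal cells were 1.02% ± 0.593 (SD, n = 5 libraries) of control cells, 3.70% ± 0.407 (SD, n = 3) of UIR cells and 4.71% ± 1.74 (SD, n = 3) of UUO cells (exact permutation test, two-sided, p = 0.0357 for each model). Among non-PT cells the shares were 3.35%, 4.46% and 4.79%, and no difference from control was detected (exact permutation p = 0.429 and 0.286). Fibro 1 held 1 control, 85 UIR and 185 UUO cells, Fibro 2 held 9, 294 and 159, and Fibro 3 held 90, 234 and 275.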

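Within the stroma of the control libraries, Fibro 3 made up 83.3% ± 23.6 (SD, n = 5 libraries), Fibro 2 13.3% ± 21.7 and Fibro 1 3.33% ± 7.45, in which some libraries had fewer than 20 stromal cells. In UIR the stroma was 13.5% ± 4.48 Fibro 1, 46.9% ± 14.4 Fibro 2 and 39.7% ± 14.3 Fibro 3 (n = 3; exact permutation test, two-sided, p = 0.107, 0.107 and 0.0714). In UUO it was 30.4% ± 2.09 Fibro 1, 25.3% ± 1.76 Fibro 2 and 44.3% ± 0.874 Fibro 3 (n = 3; exact permutation p = 0.0357, 0.357 and 0.0357).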

We noted that Fibro 1 and 2 represented major stromal fractions of the fibrotic kidneys, while Fibro 3 cells were predominant in the controls (Supplementary figure S10). Validations on an independent control and injured mice cohorts verified substantial fibrotic remodeling, inflammatory expansion and PT loss at the RNA and protein levels (Supplementary figures S11 and S12). Thus, we successfully established two models of Kidney fibrosis exhibiting key CKD landmarks.^43^

### Prolonged kidney remodeling elicits pronounced epithelial-to-stromal crosstalk.

Since our previous report showed enhanced cell-to-cell interactions in AKI,^29^ we dissected the nature of intercellular crosstalk in advanced kidney injuries^44,45^ (Supplementary table S2). Normal kidneys exhibited epithelial-to-epithelial, epithelial-to-stromal and epithelial-to-immune interactions via calmodulin, cadherin, G-protein coupled receptor, beta-2-microglobulin and urokinase pathways (Supplementary figures S13–15). Both injury models caused enhanced communications (38538 ligand-receptor pairs in UIR and 44809 in UUO vs 24984 pairs in control), including epithelial-to-stromal crosstalk (Supplementary figures S16–19). scRNA-seq predicted that both injuries caused most notable increases in interactions between loop of Henle, collecting duct intercalated and PT S1 and 3 with Fibro 1 clusters, while the smallest number of receptor-ligand encoding gene pairs was found between collecting duct principal and stromal populations (Supplementary figure S20, Supplementary table S3). 

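Among the ligand genes of TECs, *Col4a1* (ENSMUSG00000031502, chromosome 8, 11198423 to 11312826) rose in the loop of Henle (log2 fold change 1.27, adjusted p = 6.7e-06 in UIR; 1.91, adjusted p = 7.4e-09 in UUO; edgeR) and the distal tubule (2.56, adjusted p = 6.4e-10; 3.14, adjusted p = 6.3e-12). It was called in neither model in PT, principal or intercalated cells. *Timp2* (ENSMUSG00000017466, chromosome 11, 118301069 to 118355740) was higher in the loop of Henle in both models (2.23 and 2.87) and in PT (2.95 and 3.83). In the distal tubule, where only 3 control UMIs of this gene were counted, its ratio to control was 17.0 (95% interval 5.67 to 83.8) in UIR and 81.2 (27.6 to 395) in UUO. Among receptor genes, *Itgb1* (ENSMUSG00000025809, chromosome 8, 128685654 to 128733200) was abundant in Fibro 1, 2 and 3 of the UIR libraries (872 ± 24.1, 909.9 ± 46.7 and 1042 ± 74.3 CPM, SD, n = 3). *Cd47* (ENSMUSG00000055447, chromosome 16, 49800533 to 49915010) stood at 280.4, 149 and 316 CPM and *Itgav* (ENSMUSG00000027087, chromosome 2, 83724397 to 83806916) at 69.5, 55.1 and 113 CPM. *Itga4* (ENSMUSG00000027009, chromosome 2, 79255426 to 79333123) was low in Fibro 1, with 3.94 CPM in UIR, against 169 in Fibro 2 and 81.9 ± 111 (SD, n = 3) in Fibro 3. In UUO it stood at 6.20, 179 and 246 CPM in Fibro 1, 2 and 3. *Cd44* (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) was highest in Fibro 1, with 22.3 CPM in UIR against 0.924 and 7.38. The ligand-receptor scores themselves were not analysed here.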

TECs in the fibrotic kidneys interacted with stromal cells via collagen (*Col4a1-Cd47/Itgav/Itgb1*), osteopontin (*Spp1-Cd44/Itgav/Itgb1*), metalloproteinase 2 (*Timp2-Itgb1*), vascular cell adhesion molecule 1 (*Vcam1-Itgb1/b7/a4*) pathways. We also observed that *Col18a1*, which encodes the alpha chain of type XVIII collagen implicated in ureteric tree development^46^ and which we previously reported in AKI,^29^ is elevated in the fibrotic kidney TECs, while it’s receptor encoding genes (*Gpc1/4, Itga5/b1*) are expressed in Fibro 1, 2 and 3 clusters, highlighting a putative interaction pathway present in both AKI and CKD models. scRNA-seq also showed that both models caused enhanced stromal-to-stromal and stromal-to-epithelial crosstalk (Supplementary figures S21 and 22). 

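*Col18a1* (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548) had 70.0 ± 21.1 CPM (SD, n = 5) in control loop of Henle, 222 ± 7.77 (SD, n = 3) in UIR and 312 ± 25.9 (SD, n = 3) in UUO. These are log2 fold changes of 1.38 (adjusted p = 5.4e-07, edgeR) and 1.87 (adjusted p = 2.8e-09). It was also higher in the distal tubule (1.13 and 1.31) and in PT (0.96, adjusted p = 0.00030, and 1.81, adjusted p = 0.0011, edgeR). In principal cells it was not called (-0.30 and -0.23), and in intercalated cells it was lower in UUO (-0.36, adjusted p = 0.040, edgeR). By cluster in UIR libraries, *Gpc1* (ENSMUSG00000034220, chromosome 1, 92831645 to 92860779) stood at 50.9 ± 8.65 CPM in Fibro 1, 8.08 ± 5.16 in Fibro 2 and 77.998 ± 23.3 in Fibro 3 (n = 3). In the same order *Gpc4* (ENSMUSG00000031119, chromosome X, 52053021 to 52165252) stood at 82.6, 46.8 and 75.0 CPM and *Itga5* (ENSMUSG00000000555, chromosome 15, 103344286 to 103366763) at 29.2, 7.45 and 16.0. In UUO libraries the order differed: *Gpc1* stood at 43.2, 11.7 and 30.4 CPM, *Gpc4* at 49.6, 67.3 and 62.6 and *Itga5* at 26.9, 26.1 and 14.7 in Fibro 1, 2 and 3.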

Fibroblasts interacted with each other and TECs via fibronectin, fibroblast growth factor 9/12, collagen, cadherin 1, transforming growth factor β (Tgfβ) and Wnt4 pathways. Of note, we revealed pronounced tubular-immune and stromal-immune communications, involving B cells, which is consistent with the recent report.^42^

### Advanced kidney remodeling exhibits three separate secretory, contractile and migratory fibroblast clusters with distinctive pathway enrichments.

Next, we aimed to dissect the molecular and cellular changes in the kidney stroma, induced by advanced injuries. Picrosirius red staining validated that both models repetitively induce remarkable stromal expansion and ECM deposition in the cortex and medulla (Supplementary figure S23). 

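In pools of each fibroblast cluster, compared with the mean of the other two within libraries, 648 genes were more than 1 log2 unit higher in Fibro 1, 760 in Fibro 2 and 647 in Fibro 3, of 8125 genes tested (edgeR, adjusted p under 0.05). These pools came from the injured libraries for all 3 clusters, and from 3 control libraries for Fibro 3 alone. With each cell named on its own, the count for Fibro 3 moved to 272.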

Using two independent scRNA-seq platforms, we repeatedly identified three distinctive fibroblast clusters in control and both fibrosis models (Fig. 1c, Supplementary figure S24), thus we further examined their unique transcriptional identities. Pathway responsive gene analysis (PROGENy)^47^ identified distinctions between Fibro 1, 2 and 3 clusters (Fig. 3a, Supplementary figure S25). Fibro 1 displayed elevation of TNFα, NFκB and JAK-STAT related genes while downregulating WNT and TGFβ. Fibro 2 was enriched for MAPK, EGFR and PI3K on the baseline and acquired WNT and TGFβ elevation in the injured kidneys. Fibro 3 exhibited WNT and TGFβ pathways enrichment on the baseline, which increased in both fibrosis models. Of note, cell division and death related p53 pathway was slightly upregulated in UIR and UUO Fibro 1 cluster and downregulated in Fibro 3 in both injured and control kidneys.

Comparative analysis showed that genes unique for Fibro 1, including *Col1a1* and *Dcn*, were related to ECM production, cartilage development and ossification, which led us to labelling them as “secretory fibroblasts” (Fig. 3b and 4a-d, Supplementary table S4). 

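Against the mean of the other two clusters, *Col1a1* (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was higher in Fibro 1 by a log2 difference of 3.43 (adjusted p = 6.2e-08, edgeR) and lower in Fibro 2 (-5.40, adjusted p = 2.9e-09). Fibro 3 lay between them, with 2602 and 1797 CPM in UIR and UUO against 3478 and 5798 in Fibro 1 and 33.1 and 133 in Fibro 2. Its difference from the mean of the other two was 1.97 (adjusted p = 7.4e-05, edgeR), which became -0.031 with each cell named on its own. For *Dcn* (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143) these differences were 4.63 in Fibro 1 (adjusted p = 4.7e-08, edgeR), 2.48 in Fibro 3 (adjusted p = 7.6e-05) and -7.11 in Fibro 2, with 1216 and 1249 CPM in Fibro 3 against 3036 and 3055 in Fibro 1.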

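*Acta2* (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) was higher in Fibro 2 than the mean of the other two clusters by a log2 difference of 3.98 (adjusted p = 3.0e-11, edgeR). Fibro 2 pools held 10890 ± 1404 CPM (SD, n = 3) in UIR and 11751 ± 428 (SD, n = 3) in UUO. The gene was also counted in Fibro 1, with 836 ± 132 CPM in UIR and 2778 ± 717 in UUO. Against the mean of the other two, Fibro 1 did not differ (-0.38, adjusted p = 0.22, edgeR) and Fibro 3 was lower (-3.60, adjusted p = 1.9e-08), at 280 CPM in UIR and 548 in UUO. For Fibro 1 that mean lies between a high Fibro 2 and a low Fibro 3, and single pairs of clusters were not tested. In Fibro 3 pools it was higher with injury (log2 fold change 3.75 in UIR and 4.58 in UUO, adjusted p = 0.00088 and 0.00020, edgeR, from 9 control UMIs). Whether this cluster holds the same kind of cells in control and injury was not tested.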

Fibro 2 specific transcriptional identity included muscle development, differentiation and contraction related genes, including historical myofibroblast marker *Acta2*; thus, we identified them as “contractile”. Since Fibro 3 signature was enriched for hemopoiesis and immune system related biological processes along with neuron projection and dendrite development, we called them “migratory”. 

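As shares of all kept cells, Fibro 1 was 0.00794% ± 0.0178 (SD, n = 5 libraries) in control, 0.489% ± 0.120 (SD, n = 3) in UIR and 1.41% ± 0.420 (SD, n = 3) in UUO. Fibro 2 was 0.0891% ± 0.178, 1.71% ± 0.493 and 1.21% ± 0.537. For both clusters and models the exact permutation test, two-sided, gave p = 0.0357. Fibro 3 was 0.920% ± 0.675, 1.50% ± 0.690 and 2.09% ± 0.789, which did not differ from control (exact permutation p = 0.214 and 0.107). Over all cells of a condition, the share relative to control was 51.5 times as large for Fibro 1 in UIR (95% interval 9.00 to 2058) and 142 times in UUO (25.2 to 5640), from 1 control cell. For Fibro 2 it was 19.8 (10.3 to 43.7) and 13.6 (6.97 to 30.2) times as large, and for Fibro 3 1.58 and 2.35 times. Of the 9 control cells of Fibro 2, 8 came from library AN2. Without this library, left out after seeing the data, the ratios for Fibro 2 rest on 1 control cell and were 144 (25.6 to 5703) and 98.6 (17.4 to 3920). By mean share, the largest cluster was Fibro 2 in UIR and Fibro 3 in UUO. The lead of Fibro 2 over Fibro 3 in UIR depended on UIR library 2, without which they held 170 and 173 cells. Without the unnumbered UIR library (242 against 142 cells) or UIR library 1 (176 against 153) Fibro 2 led. Fibro 2 was named by contractile genes such as *Myh11*, and among its leading genes *Rergl* (11.22) and *Ren1* (9.91) are known from smooth muscle and renin cells, for which no class was set. Between the other two, Fibro 3 exceeded Fibro 1 in both models, though with each cell named on its own Fibro 1 led in UUO (3.00% against 2.90%). Fibro 3 led in UIR under that setting and at mitochondrial limits of 15% and 50%. Among the leading genes of Fibro 3 were *Gja5* (6.38), *Mrc1* (5.39), *Cd34* (5.30) and *Plvap* (4.18). Whether this cluster also holds cells of other classes, such as endothelial cells, was not tested, so that its rank stays open as well.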

Fibro 3 was also the predominant fibroblast type in the normal kidney and exhibited the smallest fold increase in UIR and UUO, while Fibro 1 cluster was the most abundant in both injuries, exhibiting remarkable increase in the fibrotic kidneys (Fig. 2d, Supplementary figure S10c). In addition to the distinctions, three clusters had shared genes, related to TGFβ response, circulatory process and angiogenesis, cell migration and wound response^48^ (Fig. 4e and f). However, many markers, previously used to identify fibroblasts, including *Vim, Lgals1, Tagln2* and *Meis1/2*, exhibited non-specific expression among off-target kidney populations (Fig. 3b).

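In the injured libraries, *Vim* (ENSMUSG00000026728, chromosome 2, 13573927 to 13582826) averaged 1381, 1233 and 897 CPM in Fibro 1, 2 and 3, and 6 of 15 other classes lay above the lowest of these, monocytes with 2402 ± 319 CPM (SD, n = 3). *Tagln2* (ENSMUSG00000026547, chromosome 1, 172500047 to 172507380) (544, 199 and 471 CPM) was exceeded by 9 of the 15 classes relative to its level in Fibro 2. *Meis2* (ENSMUSG00000027210, chromosome 2, 115863064 to 116065839) (369, 217 and 349 CPM) was exceeded in endothelial cells, with 1372 ± 118 CPM (SD, n = 6). For *Lgals1* (ENSMUSG00000068220, chromosome 15, 78926725 to 78930465) (2685, 1147 and 1527 CPM) the highest other class was frTECs with 1038 CPM, and for *Meis1* (ENSMUSG00000020160, chromosome 11, 18879817 to 19018985) (73.4, 77.2 and 91.8 CPM) endothelial cells with 15.4 CPM, both below the lowest fibroblast cluster.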

### Long-term kidney injury induced frTECs share transcriptional identity with embryonic and adult distal nephron tubular segments.

Next, we questioned the transcriptional identity of frTECs, which exhibited minimal presence in the normal kidney and expanded presence in the fibrotic kidneys (Fig. 1c, 2b, Supplementary figure S7). 

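By library, 3 to 19 frTECs were counted in the controls, 105 to 456 in UIR and 34 to 126 in UUO. Between the injury models, no gene differed in frTECs (UUO against UIR, 0 genes by edgeR at an adjusted p under 0.05, 722 at an unadjusted p under 0.05, and 32 by DESeq2).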

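Relative to the other tubular classes, frTEC pools had higher *Pax8* (ENSMUSG00000026976, chromosome 2, 24420560 to 24475599) (log2 difference 1.16, standard error 0.17, adjusted p = 1.4e-07, edgeR), *Cited2* (ENSMUSG00000039910, chromosome 10, 17723218 to 17725674) (0.68, standard error 0.17, adjusted p = 0.0012) and *Cdh6* (ENSMUSG00000039385, chromosome 15, 13028701 to 13173675) (5.40, standard error 0.30, adjusted p = 2.3e-21). *Pax2* (ENSMUSG00000004231, chromosome 19, 44756045 to 44837871) (0.16, adjusted p = 0.43, edgeR), *Sox4* (ENSMUSG00000076431, chromosome 13, 28948919 to 28953713) (0.20, adjusted p = 0.24) and *Npnt* (ENSMUSG00000040998, chromosome 3, 132881745 to 132950291) (-0.25, adjusted p = 0.54) did not differ, and *Cd24a* (ENSMUSG00000047139, chromosome 10, 43578284 to 43584265) was lower (-0.47, adjusted p = 0.048).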

Gene ontology (GO)^49^ analysis identified that frTECs were enriched for kidney and epithelium development (*Pax2/8, Cited2, Sox4, Cd24a, Cdh6, Npnt*)^50–52^ (Fig. 5a, Supplementary table S5), which indicates that these cells might be reverting to the dedifferentiated state as a result of injury.^53^ Moreover, frTECs exhibited signs of mesenchymal transcriptional signature,^25^ elevating genes related to locomotion, cell adhesion, muscle structure development and wounding. Thus, we asked whether this cluster originates from the distal or proximal segments of nephron tubule. scRNA-seq demonstrated that frTECs are located between the distal segments of nephron tubule, including loop of Henle, distal tubule and collecting duct, and the fibroblast clusters on the UMAP (Fig. 1c). Bioinformatic comparison of our datasets to the previously generated E18 WT kidney scRNA-seq data (GSE214024) revealed that adult frTECs mainly align with embryonic loop of Henle, distal tubule and collecting duct (Fig. 5b, Supplementary table S6). Moreover, comparison between adult tubular clusters produced substantial marker gene overlap between frTECs and distal nephron tubular segments, with only one gene shared with S1-S3 PTs (Fig. 5c, Supplementary table S7).

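Markers of each tubular class were taken as genes more than 1 log2 unit higher than in the other tubular classes within libraries (adjusted p under 0.05, edgeR; 11855 genes tested), which allows a gene to mark more than 1 class. Of 1415 frTEC markers, 698 were also PT markers and 460 marked at least 1 distal class. By class the overlap was 249 genes with the loop of Henle, 84 with the distal tubule, 142 with principal and 98 with intercalated cells. A threshold of 2 log2 units left 365 shared with PT and 93 with any distal class. Free RNA subtraction was not usable here, since the share of frTEC pools, set by their PT markers, reaches 100%. If a marker had to exceed every other class, no gene could mark 2 classes and the overlap was 0 by construction. Genes of failed repair PT (*Dcdc2a*, *Akap12*, *Sema5a*, *Ccl2*, *Havcr1*, *Itgb8* and *Tpm1*) averaged higher in frTECs than in PT by 2.68 log2 units, in 6 of 6 injured libraries (exact sign-flip permutation test, two-sided, p = 0.0312, the smallest that 6 libraries allow). They were also higher than in the loop of Henle (1.76), the distal tubule (2.22), principal cells (2.56) and intercalated cells (3.30). The list alone thus does not point to PT.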

### Prolonged UIR and UUO exhibit persistent distal spatial patterns of tubular injury, while the remaining proximal tubules restore normal gene expression.

We noted that while both models of advanced kidney injury caused decrease of the PT populations, the remaining PTs restored normal mature gene expression signatures by Day 28 (Supplementary figures S6–9). Thus, we sought to elucidate the transcriptional states of other tubular segments. scRNA-seq demonstrated that while the clinically recognized tubular injury marker *Lcn2*^54^ was elevated in the loop of Henle and distal tubule of fibrotic kidneys, neither model exhibited elevation of *Havcr1*, an established marker of PT injury,^55^ in any tubular clusters (Fig. 6a). Moreover, we revealed that other established markers of failed tubular repair, such as *Spp1*^56^ and *Krt7/8/18/*19^57^ were predominantly enriched in the distal segments of nephron tubule, sparing the surviving PTs (Fig. 6a). 

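In PT, 1268 of 11534 genes differed between UIR and control (809 higher, 459 lower) and 790 between UUO and control (446 higher, 344 lower; edgeR, adjusted p under 0.05). Free RNA subtraction moved these counts most: 0 genes were called in UIR and 42 in UUO as planned, with a free RNA share that *Cldn10* sets too high in PT. Without *Cldn10* they were 34 and 100, with another profile 310 and 260, and with both 517 and 273, all chosen after seeing the data. *Slc5a12* (ENSMUSG00000041644, chromosome 2, 110597298 to 110647779) was lower in UIR (-0.95, adjusted p = 0.00039, edgeR) and UUO (-2.33, adjusted p = 7.2e-05), *Cyp4b1* (ENSMUSG00000028713, chromosome 4, 115624725 to 115647723) in UUO (-1.50, adjusted p = 0.00070). *Cyp2e1*, *Slc22a6* and *Lrp2* were called in neither model.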

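*Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) rose in the loop of Henle from 23.0 ± 38.8 CPM (SD, n = 5) to 1512 ± 284 (SD, n = 3) in UIR and 2236 ± 260 (SD, n = 3) in UUO. These are log2 fold changes of 5.73 (standard error 0.40, adjusted p = 2.3e-10, edgeR) and 6.28 (standard error 0.40, adjusted p = 2.5e-11). Leaving out 1 library moved these between 5.23 and 8.01 in UIR and between 5.79 and 8.57 in UUO. In the distal tubule, from 1 control UMI, the ratio to control was 4520 (95% interval 811 to 178542) in UIR and 8274 (1485 to 326834) in UUO. Principal cells (3.26 and 4.81) and intercalated cells (4.05 and 4.98) also showed higher *Lcn2*, and in PT, from 3 control UMIs, the ratio was 246 (82.9 to 1202) and 778 (241 to 3990), at 14.5 ± 4.55 and 53.4 ± 41.0 CPM. *Havcr1* (ENSMUSG00000040405, chromosome 11, 46735080 to 46779578) in PT was 0.956 ± 1.52 CPM in control, 4.51 ± 3.01 in UIR and 11.8 ± 7.51 in UUO, log2 fold changes of 2.45 (adjusted p = 0.021, edgeR) and 3.22 (adjusted p = 0.25). The loop of Henle had no control counts of *Havcr1*, so that its level was at least 2.69-fold higher in UIR and at least 3.11-fold in UUO (edgeR, adjusted p = 0.17 and 0.12). In frTECs *Havcr1* stood at 136 ± 64.5 CPM in UIR and 47.5 ± 49.6 in UUO, with 0 counts among the summed control cells.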

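*Spp1* rose in the loop of Henle (log2 fold changes of 2.66 in UIR and 2.78 in UUO), the distal tubule (2.78 and 2.60), principal cells (0.87 and 0.73) and intercalated cells (1.03 and 1.05), each at an adjusted p of 0.016 or less (edgeR). In PT it rose by 1.60 in UIR (standard error 0.48, adjusted p = 0.035, edgeR) and by 5.03 in UUO (standard error 0.52, adjusted p = 9.1e-06), with 174 ± 26.8, 516 ± 177 and 8265 ± 10967 CPM in control, UIR and UUO. With free RNA subtracted as planned, PT of UIR had 0 CPM left and PT of UUO 9942, against 16.8 in control, with neither change called. With the profile of ranks and without *Cldn10*, chosen after seeing the data, the change in UIR was 1.12 and not called (adjusted p = 0.28, edgeR), at 320 against 158 CPM. PT of UUO had 8856 CPM left in that form. *Krt8* increased in the loop of Henle by 2.37 and 2.58 (adjusted p = 2.3e-10 and 2.9e-11, edgeR), to 547 ± 31.3 and 631 ± 60.9 CPM from 90.3 ± 22.3, and in PT by 0.46 (adjusted p = 0.030) and 0.62 (adjusted p = 0.11). *Krt18* (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027) and *Krt19* (ENSMUSG00000020911, chromosome 11, 100140810 to 100148665) rose in the loop of Henle (3.25 and 3.96 in UIR, 3.63 and 4.71 in UUO), in the distal tubule, in both collecting duct classes, and in PT (3.18 and 4.19 in UIR, 3.33 and 5.49 in UUO). *Krt7* (ENSMUSG00000023039, chromosome 15, 101411043 to 101430313) was higher in the loop of Henle (0.70 and 1.19), the distal tubule (1.27 and 2.06) and PT (1.73 and 2.15) and lower in intercalated cells (-0.48 and -0.61). In principal cells it was called only in UUO (0.43). The change in each distal class was then compared with that in PT of the same library on a scale of log2(CPM + 10). For *Krt8* the loop of Henle exceeded PT by 2.10 in UIR and 1.82 in UUO, and the distal tubule by 2.01 and 2.41 (exact permutation test, two-sided, p = 0.0357; adjusted p = 0.0519 in UIR and 0.0762 in UUO over 32 tests). Over *Lcn2*, *Spp1*, *Krt7*, *Krt8*, *Krt18*, *Krt19*, *Sox4* and *Cd24a* in 4 distal classes, 20 of these 32 tests had a larger rise in the distal class at an unadjusted p under 0.05 in UIR and 13 in UUO. At the same p the rise was larger in PT in 2 tests in UIR (*Krt7* in principal and intercalated cells, -0.33 and -0.86) and 2 in UUO (*Spp1* there, -3.55 and -3.09). No test on the deposited counts had an adjusted p under 0.05. Free RNA subtraction as planned leaves 0 CPM in PT, injured and control, for *Lcn2*, *Krt7*, *Krt18*, *Krt19* and *Cd24a*, so that it cannot test this comparison. With the profile of ranks and without *Cldn10*, chosen after seeing the data, PT averaged under 10 CPM for these 5 genes, and the tests with a larger distal rise, 27 and 17, rest mainly on the distal change. With a pseudocount of 1 in place of 10, the tests with a larger distal rise were 8 and 6. The intercalated pool of UUO library 2 includes 132 cells of a cluster found almost only there.

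**Figure D2:**
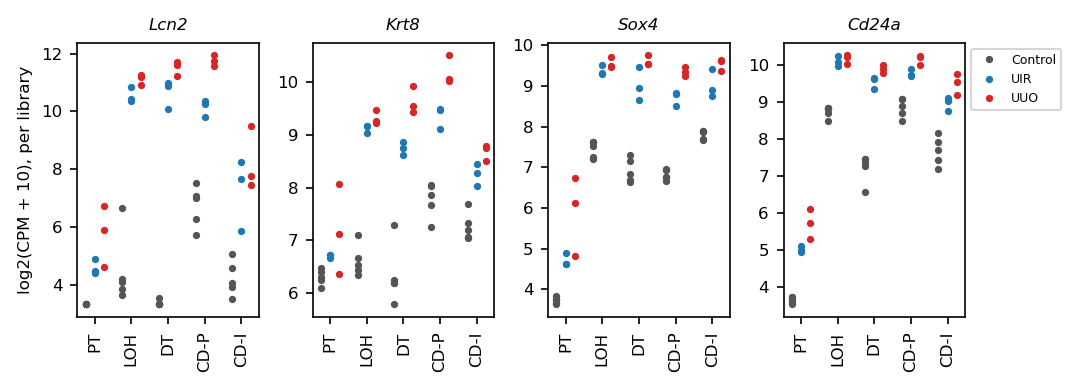
Expression of 4 genes in PT, loop of Henle (LOH), distal tubule (DT) and collecting duct principal (CD-P) and intercalated (CD-I) cells, on a log2 scale of CPM plus 10. Each point is 1 library of the control (5), UIR (3) or UUO (3) group; for *Krt8* the injured loop of Henle pools average 547 and 631 CPM against 90.3 in control.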

This spatial tubular injury pattern was validated with

immunofluorescence (IF), which demonstrated increased Krt8 levels in Uromodulin (Umod)-positive loop of Henle and Dolichos biflorus agglutinin (DBA)-positive distal tubule/collecting duct of both UIR and UUO kidneys (Fig. 6b). While Krt8 elevation marked both cortical and medullary segments of loop of Henle, distal tubules and collecting ducts, the remaining Lotus tetragonolobus lectin (LTL)-positive PTs were spared (Fig. 7a and b). Thus, our data shows that distal segments of the nephron tubule endure persistent and unresolved injury throughout the course of advanced kidney fibrotic remodeling.

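By the number of genes changed, 3483 of 11410 genes in the loop of Henle differed between UIR and control and 4125 between UUO and control. In the distal tubule these were 3636 and 4619 of 10376 genes, and in principal cells 1787 and 3920 of 10504 (edgeR, adjusted p under 0.05). The count in the distal tubule in UIR moved most, to 252, at a mitochondrial limit of 50%, chosen after seeing the data. Counts of different classes are not compared with one another, since the pools differ in cells and UMIs.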

### Kidney fibrosis causes renal developmental program reactivation in the stromal and distal nephron tubular populations.

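Of the 8 genes *Hoxb3*, *Hoxb4*, *Hoxb6*, *Hoxb7*, *Hoxb8*, *Hoxb9*, *Hoxd3* and *Hoxd4*, 5 were higher in the loop of Henle in both models (edgeR), the same number as when adjusted over the list alone. In the distal tubule 5 were also higher in each model, both over all genes and adjusted over the list alone. *Hoxb9* (ENSMUSG00000020875, chromosome 11, 96271457 to 96276595) rose in the loop of Henle from 88.4 ± 23.7 CPM (SD, n = 5) to 229.8 ± 18.8 (SD, n = 3) in UIR and 220.4 ± 13.1 (SD, n = 3) in UUO. Its log2 fold changes were 1.13 (standard error 0.15, adjusted p = 3.7e-06, edgeR) and 1.07 (standard error 0.16, adjusted p = 7.1e-06). *Hoxb7* (ENSMUSG00000038721, chromosome 11, 96286623 to 96290162) rose there by 0.96 and 0.87, *Hoxb8* (ENSMUSG00000056648, chromosome 11, 96281905 to 96285315) by 0.80 and 0.62, *Hoxb6* (ENSMUSG00000000690, chromosome 11, 96292476 to 96301569) by 0.74 and 0.59, and *Hoxb3* (ENSMUSG00000048763, chromosome 11, 96323326 to 96347930) by 0.61 and 0.86. *Hoxb4* (ENSMUSG00000038692, chromosome 11, 96318267 to 96321638), *Hoxd3* (ENSMUSG00000079277, chromosome 2, 74711927 to 74748442) and *Hoxd4* (ENSMUSG00000101174, chromosome 2, 74711929 to 74729160) were called in neither model in the loop of Henle or the distal tubule. In principal cells *Hoxb3* and *Hoxb4* were called higher in UIR, and *Hoxb3*, *Hoxb4* and *Hoxb7* in UUO (4 and 3 genes adjusted over the list alone); in intercalated cells, where *Hoxd3* could not be tested, *Hoxb3* was called in UUO alone. At a mitochondrial limit of 50%, chosen after seeing the data, 0 of these genes were called in the distal tubule in UIR. *Hoxd11* (ENSMUSG00000042499, chromosome 2, 74679557 to 74687016) averaged 127 ± 23.9 CPM (SD, n = 3) in Fibro 1 of UIR and 143 ± 22.0 (SD, n = 3) of UUO, and the 1 control cell of Fibro 1 allows no comparison. In Fibro 3 it was not counted in control and was at least 14.5-fold higher in UIR and at least 9.97-fold in UUO (edgeR, adjusted p = 0.00019 and 0.0015).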

Among the molecular changes underlying pathologic long-term kidney remodeling, we noted robust reactivation of genes normally expressed during nephrogenesis, including *Hox* genes (Fig. 8a).^58^*Hoxb3/4/6/7/8/9, Hoxd3/4* were upregulated in distal segments of the UIR and UUO nephron tubule, while *Hoxd11* was elevated in Fibro 1 clusters of fibrotic kidneys (Fig. 8a). Of note, we found that some *Hox* gene expression is present even in the adult normal kidney, mostly in the principal cells. 

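In control libraries, *Hoxb9* had 145 ± 24.8 CPM (SD, n = 5) in principal cells, 113 in intercalated cells, 55.8 in the distal tubule and 6.09 in PT. *Hoxb7* was highest in principal cells (98.0 CPM), followed by endothelial cells (80.2), and *Hoxb6*, *Hoxd3* and *Hoxd4* stood at 87.8, 11.1 and 97.0 CPM in principal cells. *Hoxb8* was at 106 CPM in principal cells and 103 in the distal tubule. *Hoxb4* and *Hoxb3* were higher in the distal tubule (124 and 47.6 CPM) than in principal cells (66.9 and 38.6 CPM).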

Our data also showed elevation of renal developmental genes *Cd24a* and *Sox4* in both UIR and UUO. 

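In the loop of Henle, *Sox4* rose from 166 ± 24.5 CPM (SD, n = 5) to 660.0 ± 60.4 (SD, n = 3) in UIR and 746 ± 74.9 (SD, n = 3) in UUO. Its log2 fold changes were 1.75 (standard error 0.15, adjusted p = 2.5e-09, edgeR) and 1.93 (standard error 0.15, adjusted p = 3.2e-10). *Cd24a* rose there from 415 ± 42.3 CPM to 1088 ± 101 and 1132 ± 103, changes of 1.16 (standard error 0.13, adjusted p = 2.1e-07, edgeR) and 1.21 (standard error 0.13, adjusted p = 7.2e-08). A mitochondrial limit of 50%, chosen after seeing the data, moved these values most, to 2.12 and 2.33 for *Sox4* and 0.92 and 0.98 for *Cd24a*.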

We recently reported that AKI elicited increased *Sox4* and Cd24a expression, which returned to baseline as the injury resolved.^29^ However, scRNA-seq revealed persistent upregulation of these nephrogenic genes in both models of AKI-to-CKD transition, which was validated in additional UIR and UUO cohorts at the RNA and protein levels (Fig. 8b and c, Supplementary figure S26). 

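*Cd24a* rose in the distal tubule by 1.97 and 2.27 and in principal cells by 0.76 and 1.07 (log2 fold changes in UIR and UUO). In PT, *Sox4* went from 3.29 ± 0.719 CPM (SD, n = 5) to 16.3 ± 2.99 (SD, n = 3) in UIR and 57.9 ± 39.1 (SD, n = 3) in UUO. These are log2 fold changes of 2.30 (standard error 0.25, adjusted p = 2.6e-06, edgeR) and 3.75 (standard error 0.46, adjusted p = 5.6e-05). *Cd24a* went from 2.62 ± 0.696 CPM in PT to 22.5 ± 1.84 and 43.9 ± 15.1, changes of 3.08 (standard error 0.18, adjusted p = 2.1e-09, edgeR) and 3.62 (standard error 0.40, adjusted p = 2.1e-05). These PT levels are low beside those of the distal classes, and free RNA was not excluded as their source. On the log2(CPM + 10) scale, the rise of *Sox4* in the loop of Henle exceeded that in PT by 0.95 in UIR (exact permutation test, two-sided, p = 0.0357) and differed by -0.05 in UUO (p = 0.929), and that of *Cd24a* by 0.01 (p = 0.964) and -0.63 (p = 0.0714). In summed control frTECs, *Sox4* stood at 174 CPM and *Cd24a* at 144, against 374 ± 52.4 and 336 ± 47.1 (SD, n = 3) in UIR and 438 ± 105 and 331 ± 84.7 in UUO. In Fibro 3, *Sox4* was higher in UIR (0.75, adjusted p = 0.038, edgeR) and not called in UUO (0.68, adjusted p = 0.097), and *Cd24a* did not differ (-0.076 and -0.048), with a direction that changed when single libraries were left out.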

Of note, both renal developmental genes were elevated in the distal nephron tubular segments, frTECs and fibroblasts, sparing the PTs. IF corroborated scRNA-seq findings, identifying that fibrosis caused Sox4 elevation in the loop of Henle, sparing the remaining LTL-positive PTs (Fig. 8d). Collectively, we revealed that AKI-to-CKD transition causes persistent nephrogenic signaling reactivation in multiple populations, including distal segments of the nephron tubule.

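In intercalated cells, *Sox4* rose from 214 ± 17.0 CPM (SD, n = 5) to 519.7 ± 132 (SD, n = 3) in UIR and 741 ± 80.1 (SD, n = 3) in UUO. Its log2 fold changes were 1.06 (adjusted p = 5.9e-05, edgeR) and 1.47 (adjusted p = 2.5e-07). *Cd24a* rose from 199.6 ± 53.8 CPM to 490.4 ± 63.7 and 714 ± 139, changes of 1.09 (adjusted p = 0.00030, edgeR) and 1.53 (adjusted p = 1.7e-06). In UUO library 2, the intercalated pool includes 132 cells of a cluster found almost only there. The pool held 1126 CPM of the inflammatory genes, 217 CPM of PT markers and up to 26.0% free RNA. With 1 library left out in turn, the changes in UUO ranged from 1.39 to 1.56 for *Sox4* and from 1.40 to 1.66 for *Cd24a*.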

## Discussion

This study presents a single cell model-specific transcriptional profiling of fibrotic CKD. With combination of scRNA-seq and thorough validation, we reveal key cellular and molecular mechanisms of long-term kidney remodeling and a novel putative kidney fibroblast marker.

We previously created a thorough transcriptional profiling of AKI recovery.^29^ The current study focuses on maladaptive long-term kidney injury response in two clinically relevant murine models of AKI-to-CKD transition. As our previous report suggests, first signs of kidney fibrosis and maladaptive responses develop on Day 14 after the injury induction. Thus, Day 28 was chosen for this study to ensure the complete onset of advanced fibrosis and kidney remodeling. UIR and UUO Day 28 repeatedly displayed key CKD features, such as kidney parenchymal reduction and functional blood flow decline. scRNA-seq performed on multiple replicates with two independent platforms showed dramatic PT loss, inflammatory infiltration, and stromal expansion in both models, which was validated in separate control, UIR and UUO cohorts.

Both models elicited three novel fibroblast clusters, consistent with recent reports revealing kidney stroma heterogeneity.^59^ Particularly, the recent study by Kuppe et al.^23^ used sorting to isolate PT and non-PT fractions from hypertensive CKD patients and dissect the heterogeneity of renal interstitium. 

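The 20 ECM genes of Fig. 4b could be compared with control in Fibro 3 alone, the one cluster with control pools, where 19 were tested. The comparison was added after seeing the data, the list was drawn from these samples, and it includes 4 genes that name Fibro 1. Against control the list was higher in UIR (median log2 fold change 5.44, fry on the edgeR fit, adjusted p = 0.00011) and in UUO (median 4.95, adjusted p = 0.00015), with 16 and 17 genes called higher (17 and 17 adjusted over the list alone), and camera gave the same calls. Because 8 of the 20 genes had no control counts, the median log2 ratio of CPM was also taken with these at a floor of 3 counts, which gave 4.25 in UIR and 3.99 in UUO. *Col1a1* was at least 351-fold higher in UIR and at least 243-fold in UUO, and *Dcn*, from 2 control UMIs, had ratios of 246 (95% interval 68.0 to 2032) and 268 (74.2 to 2216). Other genes of Fibro 3 moved both ways. In control, UIR and UUO, *Des* stood at 1050, 394 and 626 CPM, *Itga4* at 471, 81.9 and 246 and *Lgals1* at 168, 1821 and 1233. Whether the cluster holds the same kind of cells in control and injury was not tested. A rise within cells thus cannot be told apart from a change in the cells of the cluster.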

Consistent with their human findings, we identified that murine CKD results in higher ECM related gene expression compared to the control. We found that while both UIR and UUO induce crucial CKD pathological landmarks, UUO causes more robust renal blood flow decline, tubular injury, inflammation and epithelial parenchymal remodeling. Thus, we established two independent models allowing to simultaneously examine the molecular and cellular changes in the fibrotic kidney with respect to the injury cause and severity. 

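Between UUO and UIR, 959 genes differed in principal cells, 592 in the distal tubule, 254 in the loop of Henle and 19 in PT (edgeR, adjusted p under 0.05). With the replicate number as a block these were 681, 675, 751 and 65. With the unnumbered libraries as a batch, chosen after seeing the data, 534 genes differed in the loop of Henle. The immune share was higher in UUO by 15.6 percentage points and the PT share lower by 15.3 (exact permutation test, two-sided, p = 0.1 for each, the smallest p that 3 against 3 libraries allow). In Fibro 1, 137 of 6895 genes differed between the models, and the ECM list was higher in UUO (median 0.46, fry on the edgeR fit, adjusted p = 0.0148), with 5 of 20 genes called higher (8 higher and 1 lower adjusted over the list alone). In Fibro 3 it was lower in UUO (median -0.56, adjusted p = 0.0148). The count in PT went from 0 without the unnumbered UUO library to 116 without UUO library 2, and the count in principal cells was 416 without UIR library 1.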

Among the non-PT fraction, Kuppe et al. identified the mesenchymal populations, including *Postn*-myofibroblasts, *Dcn*-positive fibroblasts and *Cox4i2*-positive pericytes, all exhibiting high ECM related gene expression score. Consistent with that, we observed ECM and collagen fiber organization related gene enrichment in the Fibro 1 population, thus annotating it as the most responsible for fibrotic remodeling. However, we observed that while all three of scRNA-seq identified fibroblast clusters expressed *Pdgfrβ*, Fibro 1 was the only fibroblast fraction labelled by *Dcn* and *Col1a1*. Thus, our data suggests that those ECM related genes might not be used to comprehensively label kidney fibroblasts. 

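With the 4 Fibro 1 naming genes left out, 16 of the 16 other ECM genes of Fig. 4b were higher in Fibro 1 than the mean of the other two clusters (median log2 difference 2.73; edgeR, adjusted p under 0.05), with 16 also when adjusted over the list alone. By the same contrast, 11 of these genes were higher in Fibro 3 (12 adjusted over the list alone, median 1.15), and in Fibro 2 all 16 were lower (median -3.83). The low values of Fibro 2 lower the mean that Fibro 3 is set against. The result thus does not place Fibro 3 above Fibro 1, and these 2 clusters were not tested against each other alone. The list was chosen on these samples, so that it is not independent evidence.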

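*Col1a1* averaged 3478 ± 244 CPM (SD, n = 3) in Fibro 1, 33.1 ± 5.07 in Fibro 2 and 2602 ± 325 in Fibro 3 of the UIR libraries, and 5798 ± 1315, 133 ± 87.0 and 1797 ± 471 of the UUO libraries (n = 3). *Dcn* averaged 3036 ± 876, 1.97 and 1216 CPM in UIR and 3055 ± 769, 28.1 and 1249 CPM in UUO in the same order. *Pdgfrb* (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061) was counted in all of them, at 265, 343 and 541 CPM in UIR and 355, 387 and 879 CPM in UUO.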

On the contrary, Fibro 2 was the only population which elevated classic myofibroblast marker *Acta2*, thus we labelled them as contractile. 

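Compared with the mean of the other two clusters, *Pdgfrb* was higher in Fibro 3 by a log2 difference of 0.97 (adjusted p = 4.7e-06, edgeR) and lower in Fibro 1 (-0.71, adjusted p = 0.00023). *Des* (ENSMUSG00000026208, chromosome 1, 75360329 to 75368579) was higher in Fibro 3 by 0.81 (adjusted p = 0.00016, edgeR) and lower in Fibro 1 (-1.13, adjusted p = 9.5e-06), and in Fibro 2 it did not differ (0.32, adjusted p = 0.063).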

We noted that Fibro 3 elevated pericyte markers^60^*Pdgfrβ* and *Dsm* relative to other fibroblasts. Moreover, control, UIR and UUO Fibro 3 exhibited increased *Pdgfrα* recently implicated in vascular fibrosis.^61^ 

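*Pdgfra* (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) had 284 ± 78.9 CPM (SD, n = 3) in control Fibro 3, 524 ± 115 (SD, n = 3) in UIR and 435 ± 84.5 (SD, n = 3) in UUO. Against the mean of the other two clusters it was higher in Fibro 3 by 3.64 (adjusted p = 1.8e-08, edgeR) and also in Fibro 1 by 3.74 (adjusted p = 5.5e-09).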

While Fibro 1 and 2 clusters were expanded in UIR and UUO compared to the control, Fibro 3 represented major stromal fraction in the normal kidney. Overall, our findings contribute to understanding the heterogeneity of kidney stroma and highlight the need for a specific marker which would allow for thorough labeling and targeting of all activated kidney fibroblasts with no off-target expression.

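By library, the PT share ranged from 67.1% to 70.4% of cells in the controls, from 12.8% to 19.7% in UIR and from 1.08% to 2.39% in UUO.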

We also show that both models cause significant PT dropout compared to the control, with UUO causing near-total PT loss and more aggressive fibrosis than UIR, which is consistent with a recent report^59^ which also identified diverse PT injury states and repair outcomes: UUO Day 14 elicited large aberrantly repaired PT fraction and persistent healthy PTs decline, while UIR Day 28 exhibited near-total repair. Instead, we found that both UIR and UUO at Day 28 exhibit persistent PT decline. This divergence in the UIR response might reflect the differential effects of ischemia duration on the PT injury.

We found that loop of Henle, distal tubule and collecting duct exhibit the highest levels of epithelial developmental and injury related genes which persisted at Day 28, while the surviving PTs displayed restored mature gene expression. Moreover, frTECs exhibited transcriptional similarity with embryonic and adult distal segments of the nephron tubule, showing little transcriptional overlap with PTs. Of note, we found that *Sox4*, recently reported in the human AKI urine using scRNA-seq,^62^ was strongly elevated in UIR and UUO loop of Henle, distal tubule and principal cells. 

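*Sox4* rose in the distal tubule from 114 ± 26.0 CPM (SD, n = 5) to 526 ± 157 (SD, n = 3) in UIR and 779 ± 70.1 (SD, n = 3) in UUO. Its log2 fold changes were 1.84 (standard error 0.18, adjusted p = 1.5e-08, edgeR) and 2.36 (standard error 0.18, adjusted p = 1.2e-10). In principal cells it rose from 103 ± 9.42 CPM to 411 ± 48.0 and 649 ± 50.9, changes of 1.82 (standard error 0.12, adjusted p = 1.1e-08, edgeR) and 2.41 (standard error 0.12, adjusted p = 6.2e-11).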

Our findings highlight the previously unrecognized salutary response of the distal nephron in kidney fibrosis, which may be targeted for diagnostic and therapeutic interventions.

## Methods

### **Animals**.

The Institutional Care and Use Committee (IACUC) of Cincinnati Children’s Hospital Medical Center approved all animal procedures in the study. All the experiments and methods, including animal husbandry and monitoring, were performed in accordance with relevant IACUC guidelines and regulations. Data reporting in the manuscript follows the recommendations in the ARRIVE guidelines.^63^ Unilateral ischemia/reperfusion (UIR) was induced via atraumatic left renal pedicle clamping for 30 minutes at 37°C and unilateral ureter obstruction (UUO) was induced via irreversible left ureter ligation in 10 weeks old male C57Bl/6 mice (n = 3 for 10x Chromium scRNA-seq, 1 for Drop-seq per model). Mice were anesthetized by 3% Isoflurane anesthesia gas before the procedures and received 1.5–2% Isoflurane anesthesia gas during operating. Buprenorphine sustained release (SR) was administered after operating 0.5–1mg/kg subcutaneously. The kidneys were harvested at Day 28 post-injury. For euthanasia, mice were exposed to overdose inhalant anesthetic (Isoflurane), followed by exsanguination and organ harvest. Naive mice of the same age, strain and sex (n = 5) were used as controls.

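In the kept cells, *Xist* was at most 0.272 CPM in any of the 11 libraries and Y-linked genes together stood at 147 to 182 CPM.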

### Sample preparation and scRNA-seq analysis.

Single cell suspensions were prepared with *Bacillus licheniformis* cold active protease^64^ and sequenced using an Illumina Novaseq 6000 following the 10X Genomics protocol for library construction using the Single Cell 3’v3 chemistry. The fastq files were processed using 10x Genomics Cell Ranger v6.1.2 and ambient RNA was mediated by using the decontX function within the celda package.^65^ Resulting datasets were further cleaned using doubletFinder package^66^ with 7.5% doublet occurrence per data set. For details, see the Supplemental Methods.

### Equipment and settings.

Macroscopic kidney images were obtained on Zeiss Axiovert 25 wide-field microscope. Magnetic resonance imaging (MRI) was performed using a horizontal 7T Biospec MRI system (Bruker, Billerica, MA); axial images were acquired using a fast spin echo sequence with a repetition time of 2500 ms, echo time of 40.2 ms, echo train length of 16, 4 averages, 32 mm × 32 mm field of view, and an acquisition matrix of 200 × 200. IF images were produced on Nikon Ti-E A1R HD confocal with the resonant scanner, processed with NIS-Elements AR 5.2.00 artificial intelligence denoise algorithm and analyzed with Bitplane Imaris 9.9.0.^29^ All images within an experimental group were obtained and displayed with the same optical configurations. Western blot imaging was performed using a ChemiDoc imaging system and Bio-Rad’s Image Lab Touch Software, quantitative analysis was done in ImageJ. For details on the used antibodies, including Sox4^67,68^ and Cd24a^29,69^, see the Supplemental Methods.

### Statistical analysis.

scRNA-seq was reproduced in three independent runs using DropSeq and 10x Chromium platforms; validation was performed on leftover scRNA-seq suspensions and separate UIR, UUO and control mice (n = 4–6 per group). *P* values were generated using Student’s t-test with *p < 0.05 representing the statistically significant difference. Data are presented as individual values, mean ± SD.

## Figures and Tables

**Figure 1:**
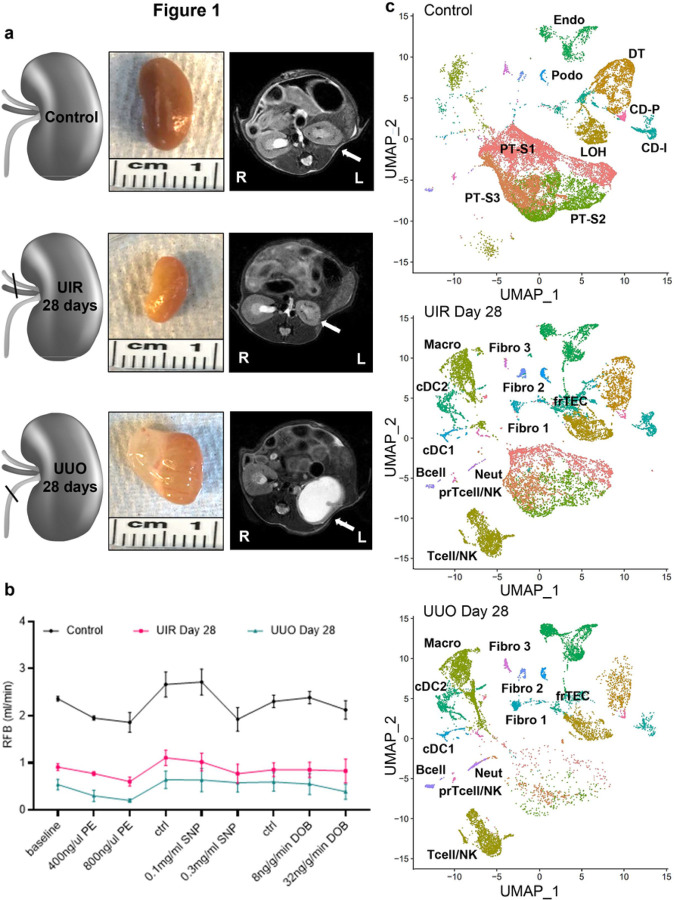
Ischemia/reperfusion and obstruction induced models of CKD elicit dramatic proximal tubular loss, kidney functional decline and novel cellular clusters. (a) Schemes of injury models (left), macroscopic (middle) and MRI (right) images of normal control, UIR and UUO day 28 kidneys. Kidneys are pointed to with white arrows. R, right, L, left. (b) Renal blood flow (RBF) at baseline, with vasoconstrictive (PE, phenylephrine), vasodilative (SNP, sodium nitroprusside) and inotropic agent (DOB, dobutamine). Agents administered at 0.1ul/min/gBW, Ctrl – control interval between treatments, n=3–4 per group, mean ± SD. **P≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 compared to control, Student’s t test. (c) UMAPs show renal cell populations in the control, UIR and UUO kidneys (n=3–5 per group). Clusters are distinguished by different colors. PT, proximal tubules, S1/2/3 – segment 1/2/3, LOH, loop of Henle, DT, distal tubule, CD-P, collecting duct principal, CD-I, collecting duct intercalated, Podo, podocytes, Endo, endothelial, Macro, macrophages, Neutro, neutrophils, cDC, conventional dendritic cells, NK, natural killer, prTcell, proliferating Tcell, Fibro, fibroblasts, frTEC, failed repair tubular epithelial cells.

**Figure 2:**
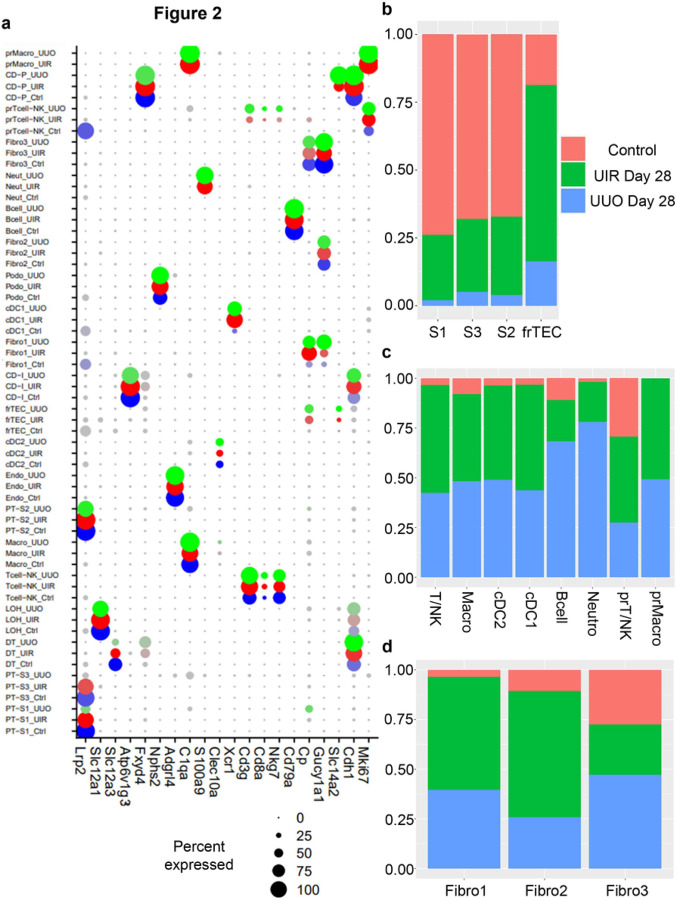
scRNA-seq dissects molecular and cell type proportion changes in the UIR and UUO models of renal fibrosis. (a) Dot plot of cell type-specific expression of marker genes for manually annotated clusters. Dot size denotes percentage of cells expressing the marker. Color intensity represents average gene expression values. Complete marker gene list is presented in Supplementary table S1. (b) Relative cell subset proportion in the control (salmon), UIR (green) and UUO (blue) kidneys. Cell subset proportion change is shown relative to the listed conditions.

**Figure 3:**
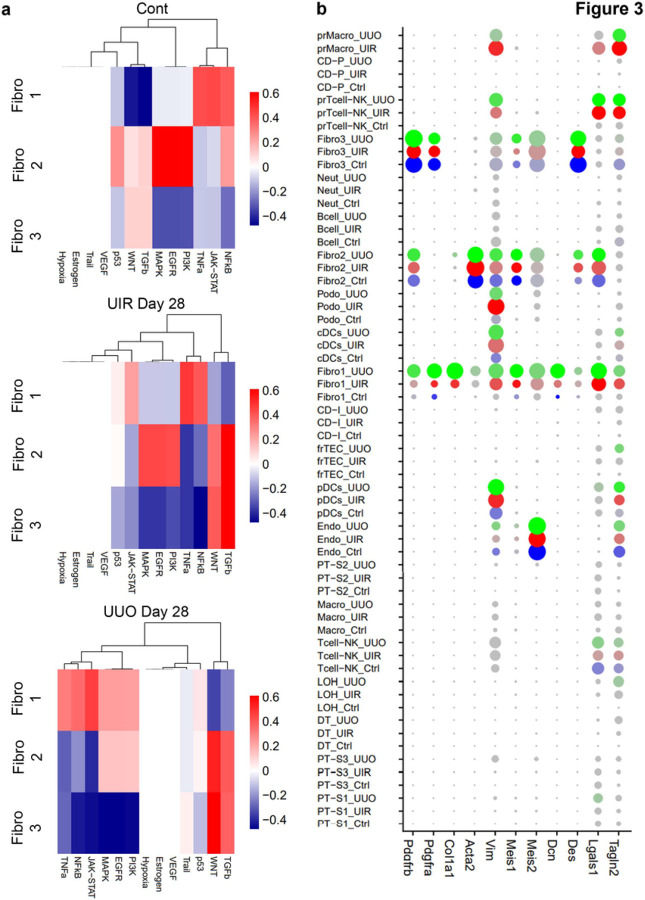
UIR and UUO elicit three transcriptionally distinctive fibroblast clusters. (a) Pathway RespOnsive GENes (PROGENy) for activity inference analysis of three fibroblast clusters in the control, UIR and UUO kidneys. Complete PROGENy analysis of all populations is present in the Supplementary figure S24. Expression levels are represented with color gradient. (b) Dot plot of cell type-specific expression of known fibrosis marker genes for manually annotated clusters. Dot size denotes percentage of cells expressing the marker. Color intensity represents average gene expression values.

**Figure 4:**
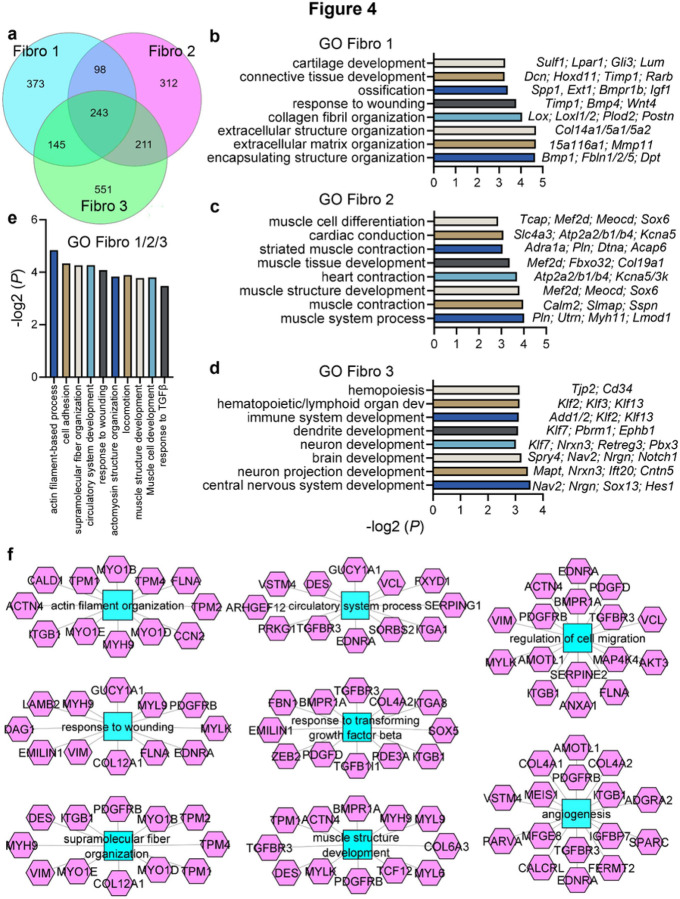
Three distinctive secretory, contractile and migratory fibroblast clusters emerge in advanced UIR and UUO. (a) Venn diagram displaying unique and shared Fibroblast 1, 2 and 3 marker genes. Complete lists of genes are presented in the Supplementary Table 4. (b-d) GO Biological process of fibroblast clusters unique marker genes vs other populations in control, UIR and UUO, – log2 (*P*). Representative genes are shown on the left for each biological process. Complete GO analysis is presented in the Supplementary table 4. (e) GO Biological process of fibroblast clusters 243 shared marker genes, – log2 (*P*). Complete GO analysis is presented in the Supplementary table 4. (f) ToppCluster analysis of biological processes enriched among 243 shared Fibro 1, 2 and 3 marker genes. Biological processes are highlighted with blue polygons, individual gene names – pink polygons.

**Figure 5:**
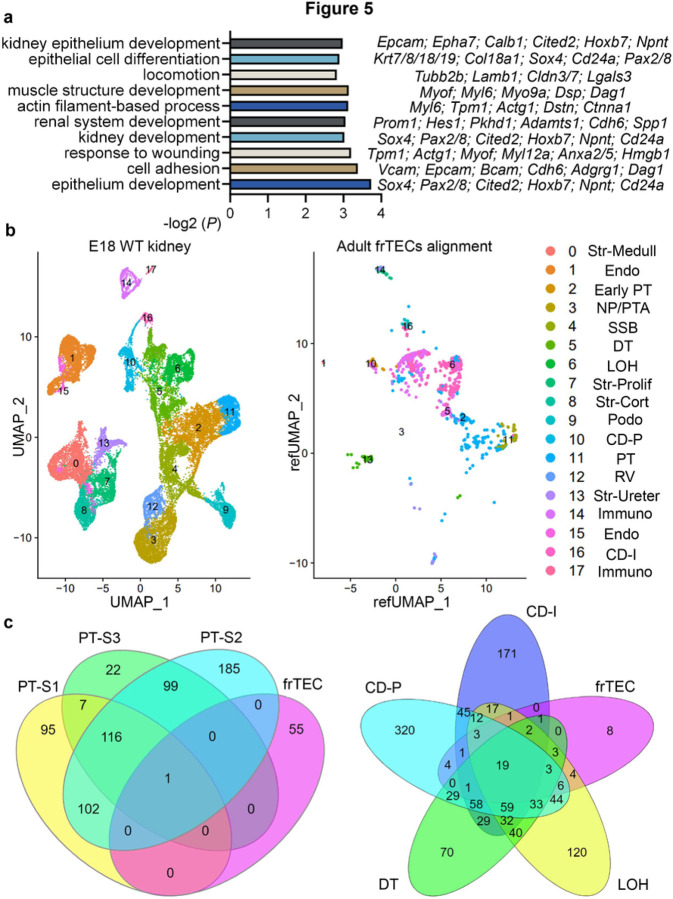
FrTECs show transcriptional similarity with embryonic and adult distal segments of the nephron tubule. (a) GO Biological process of “frTECs” marker genes vs other populations in control, UIR and UUO, – log2 (*P*). Names of the particular genes representing the biological process are listed on the left. Full biological process analysis and gene list is presented in the Supplementary table S5. (b) UMAPs show renal cell populations in the E18 WT kidney (left), adult frTECs alignment to the E18 WT kidney populations (middle) and E18 WT kidney cluster designation (right). WT, wild type. Data source for E18 WT kidney scRNA-seq: GSE214024. Complete marker gene list for E18 WT kidney is presented in the Supplementary table S6. (c) Venn diagrams displaying unique and shared PT S1–3, frTECs, loop of Henle, distal tubule and collecting duct principal and intercalated marker genes. Complete lists of genes are presented in the Supplementary Table 7.

**Figure 6:**
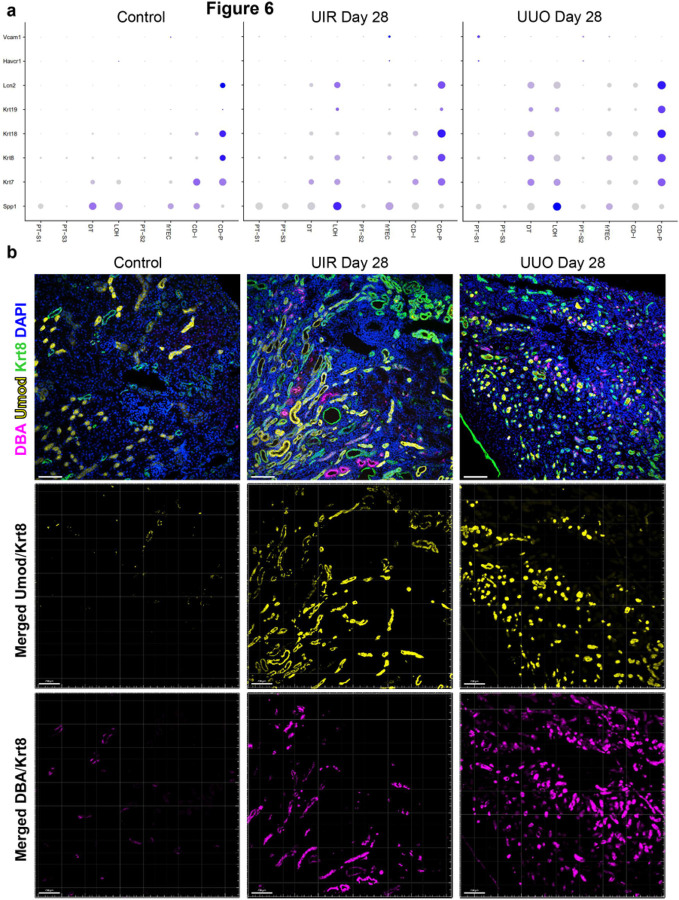
Long-term kidney parenchymal remodeling exhibits distal spatial pattern of tubular injury. (a) Dot plot of cell type-specific expression of renal epithelial injury markers for manually annotated clusters in the control, UIR and UUO kidney. Dot size denotes percentage of cells expressing the marker. Color intensity represents average gene expression values. (b) Upper panels - representative images of combined Krt8 IF (green), Umod (yellow), DAB (magenta) and DAPI (blue) in control, UIR and UUO kidneys. Original magnification, ×20, 0.86 μm/px zoom. Lower panels – merged Umod/Krt8 (middle panels, yellow) and DAB/Krt8 (lower panels, magenta) fractions of tubules positive for both tubular injury marker (Krt8) and loop of Henle (Umod) or distal tubule/collecting duct (DBA) marker.

**Figure 7:**
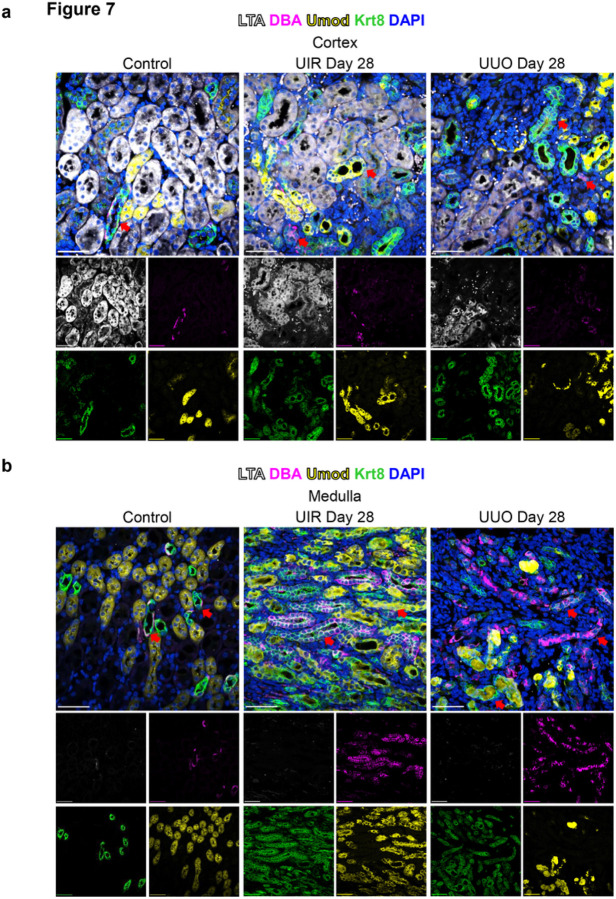
Distal segments of the nephron tubule exhibit persistent Krt8 elevation at advanced kidney fibrotic remodeling stages. (a) Representative images of combined Krt8 IF (green), Umod (yellow), DAB (magenta), LTL (white) and DAPI (blue) in the cortical areas of control, UIR and UUO kidneys. Original magnification, ×60, 0.14 μm/px zoom. Areas of Krt8 co-localization with Umod or DAB are shown with red arrows. (b) Representative images of combined Krt8 IF (green), Umod (yellow), DAB (magenta), LTL (white) and DAPI (blue) in the medullary areas of control, UIR and UUO kidneys. Original magnification, ×60, 0.14 μm/px zoom. Areas of Krt8 co-localization with Umod or DAB are shown with red arrows.

**Figure 8:**
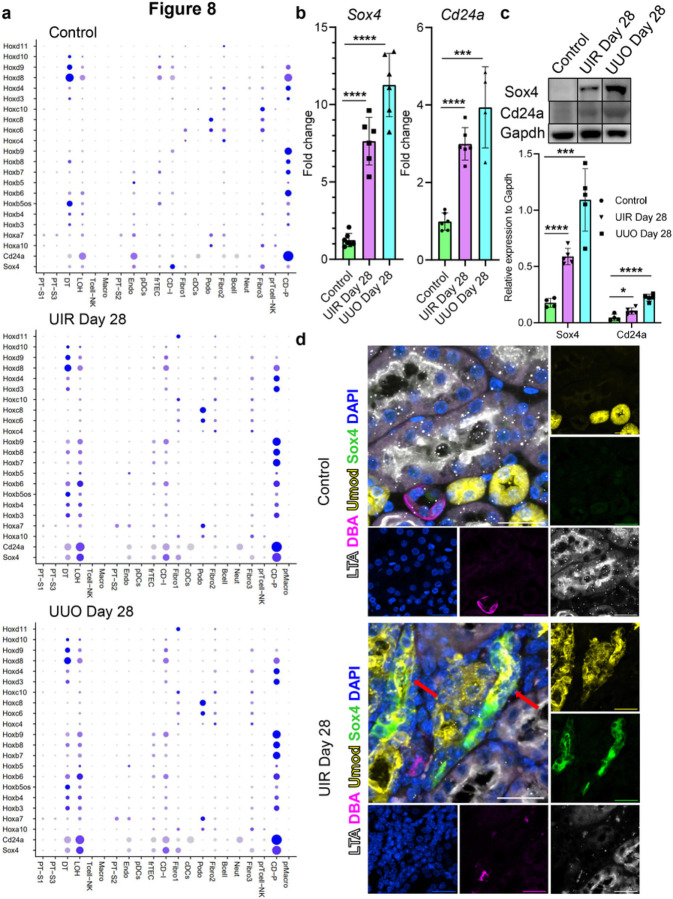
Advanced fibrotic injuries cause renal developmental program reactivation in the distal nephron tubular segments of adult kidney. (a) Dot plot of cell type-specific expression of renal developmental genes for manually annotated clusters in the control, UIR and UUO kidney. Dot size denotes percentage of cells expressing the marker. Color intensity represents average gene expression values. (b) *Sox4* and *Cd24a* qPCR in control and fibrotic kidneys, n=4–7 per group. (c) Representative bands and quantifications of Sox4 and Cd24a Western blots, n=4–5 per group. Representative bands are cropped out of the original gels and are separated by the black border, the unprocessed original blots/gels are presented in Supplementary figure S26. (d) Representative images of combined Sox4 IF (green), Umod (yellow), DAB (magenta), LTL (white) and DAPI (blue), control and UIR kidneys. Original magnification, ×60, 0.09 μm/px zoom. Areas of Sox4 colocalization with Umod are shown with red arrows.

## Data Availability

The datasets generated and/or analyzed during the current study are available at the Gene Expression Omnibus under accession number GSE198621.

How the deposited data were processed for this re-analysis (not part of the article)

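The authors deposited, for each of the 11 libraries, the raw UMI count of every gene in every barcode, empty droplets included. These counts are not normalized and carry none of the ambient RNA or doublet correction that the paper describes. The header of each matrix names version 3.1.0 of the counting software, where the paper's methods name a later one, and the genes carry Ensembl identifiers of GRCm38.

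Cells were called in each library with a UMI cutoff of a fraction 1 in 10 of the 99th percentile of the top 3000 barcodes. Barcodes of at least 500 UMIs below it were added where their profile differed from that of the library's empty droplets, at an adjusted p of 0.01 from 10000 simulations. The empty-droplet profile was first set to barcodes of 10 to 100 UMIs and was changed to barcode ranks 45000 to 90000 after the distribution of barcode totals had been seen; the first form is among the alternatives. Barcodes with over 30% mitochondrial UMIs, over 5% hemoglobin UMIs or under 200 genes were left out, and then the 7.5% of barcodes with the highest score against simulated doublets.

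Counts were scaled to 10000 UMIs per cell and log-transformed. Clustering used 2000 variable genes without the naming markers and the tested genes, 40 principal components, 20 neighbors and the Leiden algorithm at a resolution of 1, and was repeated within the PT, the other tubular cells and the stroma with 30 components. Each cluster took the name of the class whose markers it held highest. The limits on hemoglobin and genes, the settings of clustering and the limits of naming were set after the files could be read, and the naming rule was revised once, after the marker tables of the clusters and before shares by library had been seen. Clusters that met no class's criteria were left unnamed and hold 0.761% of control, 4.83% of UIR and 6.67% of UUO cells. Segment names within the PT, and proliferating cells, were assigned in the same way.

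Shares were compared between groups by exact permutation tests, two-sided, over libraries, with Benjamini-Hochberg adjustment over 18 classes. Calls of shares in the text go by the unadjusted p. Plasmacytoid dendritic cells, to which no cell was assigned, were left out of these after the first results. UMIs of each class were summed per library where at least 20 cells were available. They were tested with edgeR's quasi-likelihood test after its filter on low counts and TMM normalization, with the 3 groups in one model and an adjusted p under 0.05 as the threshold. A comparison of a class with other classes had the library as a block. Genes without control counts are given as at least N-fold against a floor of 3 counts over the group, and genes with 1 to 3 control counts as a ratio with an exact 95% interval.

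Gene lists were tested with fry on the edgeR fit, with Benjamini-Hochberg adjustment over the 10 list tests, an adjustment added after the values had been seen. They were the solute carrier genes (symbols that begin with Slc and a digit), the paper's inflammatory genes in PT and the ECM genes of Fig. 4b in Fibro 1. The ECM genes in Fibro 3 were added after seeing the data. Lists of thin limb and failed repair PT genes were used for frTECs, and 8 *Hox* genes were counted in the distal classes. The genes named in the text are those that the paper's results or figures name, in the class named there, and up to 5 genes per class and contrast. The latter had the largest fold changes among genes past the threshold, with at least 50 CPM in the higher group and every injured library outside the range of the controls. Where a gene falls outside this rule (*Cldn10*, *Acta2* in a sub-cluster of frTECs), it was chosen after its values had been seen.

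Free RNA was subtracted, as an alternative, by the empty-droplet profile times the share of the pool that markers of other compartments set. In PT pools *Cldn10* holds 68.3% of the distal marker UMIs used for that share, at a median of 3.14 times its level in the profile, against at most 0.722 for the median of any other distal marker. The planned share of PT is thus too high, and versions without it, and with the other profile, were added after the values of the planned form had been seen. In frTEC pools the share reaches 100% in some libraries, so that subtracted values of frTECs are not used for single genes.

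Ligand-receptor scores, pathway scores, gene ontology enrichments and the embryonic kidney data were not analysed here. The labels name 3 groups of control libraries but give no batch for UIR and UUO. In simulated data with 200 changed genes, edgeR recovered 197 and 151 in PT (UIR and UUO) and 192 and 190 in the loop of Henle. The simulated changes were large (median absolute log2 fold change 1.92 in PT of UUO), in genes above a minimum mean level and with the same spread for every gene. Smaller changes, genes of low counts and larger spreads were not simulated. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and scikit-learn 1.9.0, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.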

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

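The alternatives to the free RNA subtraction, the limits without the highest library and the comparison of the distal genes with free RNA were chosen after the results had been seen. The free RNA test in PT and the other splits of the libraries were planned before the data were examined.

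Of the values per control library, 4 lay far from the other 4 libraries by Dixon's test, over 29 groups of values tested; chance flags about 1 in 20 groups. Library Ctrl kept 2519 cells against 1858 to 1972 in the others, and its called barcodes had a median of 37.8% mitochondrial UMIs against 46.6% to 49.2%. Its Fibro 1 share of 0.0397% is 1 cell against 0 in the others. In library AN2 the Fibro 2 share was 0.406% against 0% to 0.0397%. Leaving out each library in turn moved the change of the PT share in UIR between -53.5 and -50.1 percentage points. The labels set Ctrl apart from N1, N2, AN1 and AN2, and with 1 library a batch cannot be told apart from a mouse. No biological explanation was tested.

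In PT of UIR, genes outside those the paper discusses rose: *H2-Eb1* by a log2 fold change of 4.26, *H2-Aa* by 4.26, *Tmsb4x* by 3.90 and *Cd74* by 3.87. In PT of UUO these were *Igkc* with 7.74, *Ctss* with 6.62 and *S100a6* with 6.16, and *Cyp2d12* changed by -6.12. The injured libraries hold more immune cells, and free RNA from these is a candidate explanation for the rising genes. The planned test compared the counts of the paper's inflammatory genes in PT with those that free RNA gives: 0.373 in UIR and 0.169 in UUO, so that free RNA alone would account for more than was counted. With the profile and share chosen afterwards the values were 1.38 and 0.571 (0.260 to 1.95 over the UUO libraries), against 3.05 to 7.44 in the controls. The same ratio for the rising genes named above lay below 1 by the planned form and on both sides of 1 by the other. Under that other subtraction *H2-Eb1* (5.15), *H2-Aa* (4.38) and *Cd74* (3.85) were still called higher in UIR (adjusted p = 0.0014, 0.013 and 0.011, edgeR). *Ctss* in UUO was not (8.08, adjusted p = 0.21), and *Tmsb4x*, *Igkc* and *S100a6* could not be tested. The result depends on the subtraction, so that free RNA cannot be told apart from a rise within PT cells. What keeps it open is the share of free RNA itself, which rests on few markers. *Cyp2d12* was lower, with 1.21 ± 2.10 CPM (SD, n = 3) in UUO against 101 ± 42.5 (SD, n = 5) in control. Under the planned subtraction its change was -5.98. By this SD, its UUO counts lie in 1 library. The change of -12.24 without UUO library 2 is a fitted value and no bound. The injury itself stays an open explanation for these genes and was not tested apart from the loss of PT segments.

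In the loop of Henle of UIR, *Psca* (fitted log2 fold change 11.67), *Igfbp2* (10.60), *Marcksl1* (5.91) and *Bok* (5.77) rose and *Egf* fell by 5.88. In UUO *Psca* (12.39), *Mmp7* (11.86), *Cxcl5* (11.51), *Adgra1* (11.48) and *Slurp1* (11.28) rose. Fitted values above 10, here and below, belong to genes with 0 or 1 control counts and are no bound. Against the floor, *Psca* was at least 70.2-fold higher in UIR and 116-fold in UUO, *Igfbp2* at least 33.8-fold, *Mmp7* 81.6-fold, *Cxcl5* 63.9-fold, *Adgra1* 62.2-fold and *Slurp1* 55.1-fold. Without the highest library the limit was 14.4-fold for *Igfbp2* and at least 37.6-fold for each of the others. From 2 control counts each, the ratios were 72.7 (95% interval 20.1 to 600.4) for *Marcksl1* and 65.1 (18.0 to 538) for *Bok*.

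In the distal tubule of UIR the genes were *Ccnd2* (10.34), *Cxcl2* (10.05), *Ccl20* (10.02) and *S100a6* (9.82), and in UUO *S100a6* (11.51), *Cxcl5* (11.30), *Ccl20* (10.69) and *Spink12* (10.66). Against the floor these are at least 116-fold for *Ccnd2*, 96.7-fold for *Cxcl2* and 94.2-fold for *Ccl20* in UIR, and at least 235-fold for *Cxcl5*, 155-fold for *Ccl20* and 151-fold for *Spink12* in UUO. In UIR library 2 lay 98.6% of the summed CPM of *Cxcl2* and 95.5% of that of *Ccl20*, and without it these limits fall to 2.05-fold and 6.34-fold. From 1 control count, the ratio of *S100a6* was 1430.5 (257 to 56519) in UIR and 4771 (856 to 188464) in UUO. In principal cells of UIR they were *Sprr2f* (10.30, at least 181-fold), *Plac8* (7.26), *Pigr* (6.82), *Emp2* (6.38) and *Anxa3* (5.39). In UUO they were *Sprr2f* (11.05, at least 311-fold), *Cxcl5* (9.76, at least 139-fold), *Plac8* (8.56), *Muc4* (8.15) and *Basp1* (7.92), the last 2 from 1 control count each, with ratios of 471 (84.2 to 18650) and 403 (72.0 to 15970). *Plac8* also names monocytes here. Without the highest library the limit was 46.5-fold for *Cxcl5* in principal cells and 75.6-fold for *Ccl20* in the distal tubule of UUO.

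Free RNA as the source of these rising distal genes is argued against by their counts, which were, as medians over the genes, 278 times those that free RNA gives in the loop of Henle and 109 times in the distal tubule (108.8) and in principal cells (109.2). Doublets with another class and differences in depth between the groups were not tested for single genes. The genes go with the injury, and a response to it stays an open explanation.

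Among the other splits of the libraries into groups of the same sizes, 1 of 56 gave as many changed genes as the real one in each of the comparisons of UIR and UUO with control in PT, the loop of Henle, the distal tubule and principal cells, the real split included, so that chance can be excluded for these. For UUO against UIR it was 1 of 10 in each class, and with 3 against 3 libraries chance cannot be excluded.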

How the results depend on the processing

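The alternatives were set before the data were examined, apart from 4 groups of these. They are the cell calling profile of 10 to 100 UMIs, the free RNA subtractions with the profile of barcode ranks or without *Cldn10*, the mitochondrial limit of 50% for genes, and the unnumbered libraries as a batch. These were chosen after the results had been seen. Except where a sentence says otherwise, the cause of a changed result was not tested.

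Of the shares, counts of genes, lists and overlaps, 290 of the values under the former alternatives had the same direction and side of the threshold as the main value (counts within 1.5 times), 32 moved, 11 were stronger, 17 weaker and 6 reversed. Leaving out 1 library gave 334 such values the same, 16 moved, 1 weaker and 4 reversed, and the added alternatives 83 the same, 19 moved, 4 weaker and 4 reversed. Of the values of single genes, 1547 were the same under the former alternatives, 84 weaker, 45 stronger, 14 moved and 46 reversed. With 1 library left out, 2001 were the same, 57 weaker, 9 stronger, 11 moved and 28 reversed, and under the added alternatives 695 were the same, 52 weaker, 18 stronger, 6 moved and 30 reversed. The decrease of the PT share held its direction under every alternative run, with changes of -43.6 to -54.0 percentage points in UIR.

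With at least 1000 UMIs per barcode, the frTEC share rose by 1.13 points in UUO (3.93 among non-PT tubular cells) and the macrophage share of immune cells changed by -17.8 in UUO. In the stroma, the Fibro 3 share changed by -51.0 in UIR, and that of Fibro 2 by 40.1 in UIR and 17.2 in UUO. At a mitochondrial limit of 15%, the changes were 3.61 points in UIR and -0.185 in UUO for frTECs (8.76 and -1.43 among non-PT tubular cells). They were -2.37 for endothelial cells in UIR, 2.83 for stromal cells in UUO and -7.18 for PT in UUO against UIR. In the stroma of UUO they were 26.9 for Fibro 1 and -42.1 for Fibro 3. At a limit of 50% they were 1.29 for frTECs, -23.6 for macrophages among immune cells in UUO. In the stroma they were -10.4 for Fibro 2 and -20.7 for Fibro 3 in UUO and 7.26 for Fibro 1 in UIR. Without doublet removal, Fibro 1 changed by 5.95 in the stroma of UIR and Fibro 2 by -4.15 in that of UUO. At a resolution of 2, frTECs rose by 1.11 points in UUO (6.73 among non-PT tubular cells) and Fibro 3 changed by -51.0 in the stroma of UIR. With the markers among the clustering features, frTECs rose by 0.905 points in UUO (5.21 among non-PT tubular cells), and Fibro 1 by 25.8 in its stroma. With the profile of 10 to 100 UMIs, Fibro 3 changed by -29.6 in the stroma of UUO.

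With each cell named on its own, the PT share changed by -11.6 points in UUO against UIR, and T/NK cells by 8.42 among immune cells in UUO. Macrophages among immune cells changed by 6.77 in UIR and 11.0 in UUO, a reversal. In the stroma of UIR, Fibro 1 changed by 20.8 and Fibro 3 by -41.5. Over non-PT cells alone, whose sum excludes the lost PT by construction, the changes were -2.19 for the loop of Henle in UUO, -8.62 and -5.02 for endothelial cells, and -0.253 for B cells in UIR. They were -1.24 and -0.926 for Fibro 3, 0.105 for frTECs in UUO, and 1.11 and 1.44 for stromal cells. Without control batch AN, B cells changed by -0.00166 in UIR.

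For counts of genes, DESeq2 gave 1561 in PT in UUO and 216 in UUO against UIR. Without a filter on low counts these were 1266 and 260, with 2120 in PT in UIR. For UUO against UIR the counts were 1483 in principal cells, 901 in the distal tubule and 537 in the loop of Henle. With each cell named on its own, 1189 genes were called in principal cells in UIR. For UUO against UIR there were 474 in principal cells, 141 in the loop of Henle and 29 in PT; Fibro 3 had 272 higher genes. With the markers among the features, 8 genes differed in PT between UUO and UIR. At a mitochondrial limit of 50%, PT had 1328 genes in UUO and 291 in UUO against UIR. The loop of Henle had 5302 in UIR and 485 in UUO against UIR, and the distal tubule 252 in UIR. Principal cells had 3009 in UIR and 1572 in UUO against UIR. Without control batch AN, PT had 800 genes in UIR and 469 in UUO, with fewer samples. With the replicate number as a block for UIR and UUO, 751 genes differed in the loop of Henle and 65 in PT. Deviations from the group means correlated between UIR and UUO libraries of the same number in the loop of Henle (0.777, 0.340 and 0.389 for unnumbered, 1 and 2), but for 1 and 2 more so with another number (0.481 and 0.595). In PT the same number gave 0.0759 to 0.134, above any other. In the distal tubule, principal cells and macrophages, number 2 gave -0.209, -0.231 and -0.150, against 0.439, 0.611 and 0.505 with another number. The unnumbered pair was above any other there (0.435, 0.430 and 0.621), as was number 1 in principal cells (0.199). A pairing by number thus stays open in PT, and the values of number 2 in these other classes argue against it. With the unnumbered libraries as a batch the loop of Henle had 534 for UUO against UIR.

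With free RNA subtracted as planned, by a share that *Cldn10* sets too high in PT, PT had 0 genes in UIR, 42 in UUO and 3 in UUO against UIR, and UUO against UIR had 76 genes in the loop of Henle and 482 in principal cells. No inflammatory list could be tested in PT, since its genes had too few counts left. Without *Cldn10* in the share, PT had 34, 100 and 0 genes, the other classes again 76 and 482. With the profile of ranks PT had 310, 260 and 88, and with both 517, 273 and 29. The inflammatory list had medians of 4.41 and 4.46 without *Cldn10* (UIR and UUO, on 2 genes, neither past the threshold any more) and 0.0523 for UUO against UIR. With both it had 6.75 in UUO, no longer past the threshold, and 0.54 for UUO against UIR. In both comparisons of UUO with UIR the median kept its sign, and only the direction that fry gives changed, which counts as reversed above. The solute carrier list changed by 0.0253 in UIR with the profile of ranks and 0.0433 without *Cldn10*. For frTEC markers, the threshold of 2 log2 units gave 365 and 93 shared with PT and any distal class, and the requirement to exceed every other class 0 and 0, by construction.

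Single genes reversed as follows. With free RNA subtracted as planned, changes in PT were -1.32 and -0.59 for *Ifi30*, and in UIR 0.091 for *Slc27a2*, 0.30 for *Slc22a6*, 0.16 for *Lrp2*, 0.26 for *Acy3* and -8.82 for *Spp1*, a fitted value with 0 CPM left in UIR. The distal minus proximal difference was, for *Cd24a*, 0.94 and 1.22 in principal cells, 1.35 and 1.89 in intercalated cells and 1.34 in the loop of Henle in UUO. For *Sox4* in UUO it was 1.07 in intercalated cells and 1.36 in the loop of Henle. In UIR it was 0.75 for *Krt18* in intercalated cells, 0.24 for *Krt7* in principal cells, and for *Spp1* 2.00 in intercalated and 1.83 in principal cells. Of these tests 29 had a larger distal rise in UIR and 25 in UUO, but PT had 0 CPM left in both groups for *Lcn2*, *Krt7*, *Krt18*, *Krt19* and *Cd24a*, so that this form says nothing on the stability of the comparison.

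With the profile of ranks, PT changes were 0.17 for *Acy3*, 0.033 for *Lrp2*, 0.16 for *Slc22a6* and -0.25 for *Spp1* in UIR, and -2.20 for *Ifi30* and -0.092 for *Krt8* in UUO. Without *Cldn10* they were 0.16 for *Acy3*, 0.092 for *Lrp2*, 0.20 for *Slc22a6* and 0.027 for *Slc27a2* in UIR, and -0.66 for *Ifi30* in UUO. With both they were 0.040 for *Acy3* and 0.061 for *Slc22a6* in UIR and -1.29 for *Ifi30* in UUO. The distal minus proximal differences with both were 1.21 and 1.19 for *Cd24a* in intercalated cells, 0.82 and 0.57 in principal cells and 0.69 in the loop of Henle in UUO. They were 0.42 for *Krt18* in intercalated cells, 0.21 for *Krt7* in principal cells and 0.13 and 0.32 for *Spp1* in principal and intercalated cells in UIR, and 0.30 and 0.062 for *Sox4* in the loop of Henle and intercalated cells in UUO. The tests with a larger distal rise were 27 in UIR and 17 in UUO, with the PT of those 5 genes under 10 CPM on average, so that they rest mainly on the distal change.

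A pseudocount of 1 in place of 10 gave differences of -0.40 for *Krt18* in intercalated cells in UUO and -1.11 in principal cells in UIR. For *Cd24a* they were -1.32 in the loop of Henle in UIR and -0.34 and -0.87 in the distal tubule. For *Sox4* they were -0.77 in intercalated cells in UIR, -0.037 and -0.87 in principal cells, -0.72 in the distal tubule in UUO and -0.025 in the loop of Henle in UIR. For *Krt7* they were -0.14 in principal cells in UUO and -0.51 in the loop of Henle in UIR, and for *Lcn2* -0.22 in intercalated cells in UUO and -0.28 and -0.16 in principal cells. The tests with a larger distal rise were 8 in UIR and 6 in UUO. Control levels of *Sox4* and *Cd24a* in PT are below the pseudocount of 10 in every library.

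With each cell named on its own, *Krt7* in principal cells in UIR changed by -0.14 and *Col1a1* in Fibro 3 by -0.031. With the markers among the features *Ifi30* changed by -0.0077 in PT in UUO. Without a filter *Cd24a* changed by 0.032 in Fibro 3 in UUO. At a mitochondrial limit of 50%, *Ifi30* changed by -0.13 in PT in UUO, *Cd24a* by 0.68 in Fibro 3 in UIR, *Col18a1* by -0.012 in the distal tubule, *Krt7* by -0.0076 in principal cells and *Slc5a2* by 0.24 in PT in UIR. Without control batch AN *Slc22a6* changed by 0.033 in PT in UIR.

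With 1 library left out, the T/NK share of immune cells in UUO ranged from -0.725 (without the unnumbered UUO library) to 6.57, and the B cell share in UIR from -0.0378 (without UIR 1; -0.0159 without AN2) to 0.0524. PT counts ranged from 631 (without UIR 1) to 1294 in UIR, from 395 (without UUO 1; 405 without the unnumbered UUO library) to 805 in UUO. They ranged from 0 (without the unnumbered UUO library) to 116 (without UUO 2) in UUO against UIR, with 8, 3 or 4 without others. Counts for principal cells were 1138 (without UIR 2) to 1634 in UIR and 416 (without UIR 1; 473 without UUO 1) to 1155 in UUO against UIR. For UUO against UIR, counts of the distal tubule were 340 (without UUO 1; 359 without UUO 2, 364 without the unnumbered UIR library) to 616, and those of the loop of Henle 166 (without UUO 2) to 240. The inflammatory list for UUO against UIR ranged from -0.155 (without the unnumbered UUO library; -0.0193 without the unnumbered UIR library) to 0.706. The solute carrier list ranged from -0.0818 to 0.00258 (without UIR 2) in UIR and from -0.553 to -0.330 in UUO against UIR, where without the unnumbered UUO library (-0.342) it was no longer past the threshold.

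Among single genes with 1 library left out, *Krt7* in principal cells in UIR ranged from -0.0047 (without the unnumbered UIR library) to 0.16. *Cd24a* in Fibro 3 ranged from -0.75 to 0.50 (without N1; 0.10 without N2, 0.23 without UIR 1, 0.11 without UIR 2) in UIR and from -0.58 to 0.55 (without N1; 0.14 without N2, 0.26 without UUO 1) in UUO. In PT, *Acy3* ranged from -0.13 to 0.020 (without AN1) and *Slc22a6* from -0.15 to 0.089 (without the unnumbered UIR library; 0.0076 without AN1) in UIR, and *Ifi30* from -0.30 (without the unnumbered UUO library; -0.12 without UUO 1) to 0.78 in UUO. Of the distal minus proximal differences in UUO, *Krt7* in principal cells ranged from -0.52 to 0.51 and *Krt18* in intercalated cells from -0.090 to 0.85, both lowest without the unnumbered UUO library. *Sox4* there ranged from -0.54 to 0.29 in the loop of Henle (without UUO 1; 0.10 without the unnumbered UUO library, 0.01 without AN1 and 0.02 without AN2) and from -0.15 (without UUO 2) to 0.75 in principal cells. *Cd24a* ranged from -0.073 (without UIR 2) to 0.11 in the loop of Henle in UIR. In intercalated cells it ranged from -0.21 to 0.075 in UIR (highest values without the unnumbered UIR library or AN1) and from -0.48 to 0.10 (without the unnumbered UUO library) in UUO.

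Depth limits the PT of UUO, where pools hold 57 to 91 cells per library. In simulated data with 200 changed genes, edgeR recovered 151 of them there (75.5%) and at least 190 in the other comparisons simulated. These rates hold for large changes in genes above a minimum mean level with the same spread. They can be too high for genes of low counts or larger spread. Classes with smaller pools, such as podocytes in UUO (25 to 64 cells), were not simulated.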

Differences from the paper's values

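The paper's shares in Fig. 2 were read by eye and give the percentage of all cells of a class that come from a condition. They are compared with the same percentage here. This percentage depends on the number of cells kept per condition, here 10264 control, 16941 UIR and 13368 UUO cells. The paper's text does not state its numbers, and no adjustment was made. Every control value listed below is lower here than in the paper. The differences are thus not independent of one another and are not specific to a class. The paper's figures count cells, whereas the spread used to judge a difference here is that between libraries.

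For frTECs the paper has about 19% from control in Fig. 2b, read by eye, against 5.15% here; the values do not differ at a mitochondrial limit of 50% and differ under the other alternatives set before the data were examined. For macrophages the paper has about 8% from control in Fig. 2c against 4.72% here, with no difference at a minimum of 1000 UMIs or a mitochondrial limit of 50% and a difference under the others. For cDC1 cells the paper has about 3% from control in Fig. 2c against 0.631% here, a difference under all of these alternatives. B cells from control are 4.73% here and about 11% in the paper's Fig. 2c, with no difference where no doublets were left out and a difference otherwise. B cells from UIR are 10.2% here and about 21% in the paper's Fig. 2c, with no difference at a mitochondrial limit of 50%, where no doublets were left out, and where each cell was named on its own, and a difference otherwise. Neutrophils from control are 0.643% here and about 2% in the paper's Fig. 2c, with no difference where no doublets were left out. Neutrophils from UIR are 3.86% here and about 20% in the paper's Fig. 2c, with no difference where no doublets were left out and where each cell was named on its own; under the other alternatives both neutrophil values differ.

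For Fibro 1 the paper's Fig. 2d has about 4% from control against 0.369% here, a difference under all alternatives. It has about 56% from UIR and about 40% from UUO in Fig. 2d, against 31.4% and 68.3% here, with no difference where each cell was named on its own and a difference under the others. For Fibro 2 it has about 11% from control in Fig. 2d against 1.95% here, with no difference at a mitochondrial limit of 50% and where no doublets were left out, and a difference otherwise. For Fibro 3 it has about 28% from control in Fig. 2d against 15.0% here, a difference under all alternatives.

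The paper's Fig. 5c has about 1 marker of frTECs shared with PT, against 698 here. The markers are not defined alike. Here a class was set against the mean of the other tubular classes, with PT as a single class and counts not corrected for free RNA. The paper corrected for ambient RNA and shows PT by segment, so that the 2 counts do not measure the same overlap. The alternative with a threshold of 2 log2 units (365) differs as well, and free RNA subtraction was not usable in frTECs; where a marker had to exceed every other class no gene could be shared by construction, and the value of 0 differs too.

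The following statements of the paper differ from values here. The paper describes PT as spared by the rise of *Sox4*, *Cd24a*, *Spp1* and the keratin genes. Here *Sox4*, *Cd24a*, *Spp1*, *Krt7*, *Krt18* and *Krt19* were called higher in PT in both models, and *Krt8* in UIR. These are fold changes on counts not corrected for free RNA, whereas the paper corrected for it. In UIR, mean levels in PT and the loop of Henle were 3.51 and 196 CPM for *Krt19*, 9.41 and 444 for *Krt7* and 16.3 and 660 for *Sox4*. The paper also reports LTL-positive PT as spared by immunofluorescence of Krt8 and Sox4, which RNA counts do not test. With free RNA subtracted as planned, *Spp1* and *Krt8* were called in neither model, and the other 5 genes had too few counts to be tested. *Spp1* had 0 CPM left in UIR and 9942 in UUO, against 16.8 in control. *Spp1* in UIR was also not called by DESeq2, without any 1 of the control batches, and under the subtractions chosen after seeing the values. *Krt8* in UIR was not called without control batches N or AN, nor under those subtractions or at a mitochondrial limit of 50%, chosen after seeing the values. *Krt7* in UUO was not called with each cell named on its own, with the markers among the clustering features or without any 1 control batch, nor with the unnumbered libraries as a batch, chosen after seeing the values. *Sox4* in both models, without *Cldn10* in the free RNA share, and *Krt18* in UUO, with the other profile as well, were not called either, both chosen after seeing the values. *Krt7* in UIR was not called at a mitochondrial limit of 50%, also chosen after seeing the values.

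Leaving out single libraries also changed calls in PT. *Spp1* in UIR was not called without Ctrl, N1, AN1, AN2, the unnumbered UIR library or UIR 1, and *Krt8* in UIR not without N1, AN2 or any 1 UIR library. *Krt7* in UUO was not called without Ctrl, N1, N2, AN2, any 1 UIR library, UUO 1 or UUO 2. *Krt18* in UUO was not called without UUO 1 or UUO 2, *Krt19* in UUO without UUO 1, and *Havcr1* in UIR without UIR 1. *Ifi30*, which the paper gives in the inflammatory signature of the UUO S3 segment, was not called in PT in UUO (0.17), nor under any alternative run. The paper states that *Havcr1* rose in no tubular cluster, where it was called higher here in PT in UIR (2.45), though not by DESeq2, with free RNA subtracted or without control batch AN. It describes surviving PT as back to normal expression except the UUO S3 segment, where 1268 genes were called here in UIR and 790 in UUO in PT pooled over its segments; S3 could not be tested alone. With free RNA subtracted as planned, 0 genes were called in UIR and 42 in UUO, by a share that *Cldn10* sets too high in PT; without it, chosen after seeing the values, they were 34 and 100, with another profile 310 and 260, and with both 517 and 273.

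The paper gives *Dcn* and *Col1a1* as labels of Fibro 1 alone; here Fibro 3 held both too, below Fibro 1 (for *Col1a1* 2602 against 3478 CPM in UIR and 1797 against 5798 in UUO) and above Fibro 2. Its difference from the mean of the other two was 1.97 for *Col1a1*, which with each cell named on its own was -0.031, and not called for either gene. Fibro 1 is the paper's most abundant fibroblast cluster in both injuries, whereas here Fibro 2 led in UIR (1.71% of cells) and Fibro 3 in UUO (2.09%). The lead of Fibro 2 over Fibro 3 in UIR (1.50%) was lost without UIR library 2, with 170 against 173 cells. It held without either of the other UIR libraries. Fibro 2 was named here by contractile genes and held 0 CPM of *Pdgfra* in UIR; of the other two, Fibro 3 exceeded Fibro 1 in both models (1.50% against 0.489% in UIR and 2.09% against 1.41% in UUO). In UUO Fibro 1 led with each cell named on its own (3.00% against 2.90% for Fibro 3), as in the paper, and Fibro 3 in UIR. In UIR Fibro 1 led under none of the alternatives run. Fibro 3 had *Gja5* (6.38), *Mrc1* (5.39), *Cd34* (5.30) and *Plvap* (4.18) among its leading genes. Whether it also holds cells of other classes, such as endothelial cells, was not tested. *Pdgfra*, which the paper gives as increased in Fibro 3, was as much higher in Fibro 1 (3.74).

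Of the 8 *Hox* genes that the paper lists as upregulated in distal segments, *Hoxd3* and *Hoxd4* were called in no distal class here, and *Hoxb4* in principal cells only. With each cell named on its own *Hoxb4* was also called in intercalated cells in UUO, and at a mitochondrial limit of 50%, chosen after seeing the values, in the loop of Henle in UIR, as it was without AN2. Highest in control principal cells among the loop of Henle, distal tubule and collecting duct were *Hoxb6*, *Hoxb7*, *Hoxb8*, *Hoxb9*, *Hoxd3* and *Hoxd4*, whereas *Hoxb3* and *Hoxb4* were higher in the distal tubule. *Col18a1*, given as elevated in TECs, was not called higher in principal or intercalated cells. *Cd24a*, given as elevated in fibroblasts, did not differ in Fibro 3 (-0.076 and -0.048); it was called under none of the alternatives run.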

Other observations

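The tests of frTECs against thin limb and failed repair PT genes were set before the data were examined. The comparison of PT with the distal classes, the tests of PT markers in frTECs and the tests of the unnumbered libraries were chosen after the results had been seen.

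The paper's inflammatory genes were compared in PT and in the distal classes of the same library. The ratio of PT to the median of the 4 distal classes was 1.48 in UIR (0.865 to 1.65) and 1.77 in UUO (0.915 to 3.82), against a range of 0.585 to 0.626 in the controls (medians of 3 libraries, with their range). All 6 injured libraries lie above the controls. The share of free RNA is not alike in the classes: with the profile of ranks and without *Cldn10*, its median in UUO was 12.2% in PT and 1.45% to 3.23% in the distal classes. The ratio expected from free RNA alone is thus not known, and free RNA cannot be told apart from expression or engulfed material in PT by this test.

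The frTECs were tested as thin limb cells, a normal class of which the loss of PT would raise the share. A list of 8 thin limb genes was higher in frTECs than in the loop of Henle by 0.662 log2 units in the mean, and than in the PT (1.18), distal tubule (0.64), principal (0.50) and intercalated cells (0.78), in 6 of 6 injured libraries each (exact sign-flip permutation test, two-sided, p = 0.0312). Among tubular cells outside the PT, their share rose by 14.9 percentage points in UIR and 7.49 in UUO, which a constant class would not do. At a mitochondrial limit of 15% these were 8.76 and -1.43, with neither told apart from control (exact permutation p = 0.214 and 0.786), so that the explanation stays open. The pools tested mix sub-clusters that differ, as given below.

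The frTECs were also tested for the genes of failed repair PT, a list of 7 genes that holds none of those that name the cluster. It was higher in frTECs than in the loop of Henle by 1.76 log2 units, the distal tubule by 2.22, principal cells by 2.56 and intercalated cells by 3.30, in 6 of 6 injured libraries each. The cluster is not uniform: of 4 sub-clusters with 278, 272, 228 and 309 cells, PT markers stood at 5689, 78.6, 107 and 3046 CPM, and the second of these had *Acta2* at 1042 CPM and *Tagln* at 3376, with *Epcam* at 30.1. The failed repair genes averaged 7.67, 7.73, 6.47 and 7.27 log2 units in these 4, as high in the second, with the fewest PT markers, as in the first. The list therefore does not point to PT.

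PT markers themselves, none of which name the cluster, were a median of 38.7 times as high in frTECs as in the loop of Henle of the same library (27.4 to 439) and 16.2 times as high as in macrophages. In the 2 sub-clusters with the most PT markers, which hold 587 of the 1087 cells, they stood above the level of the free RNA profile itself in each of the 6 injured libraries (1.84 to 6.91 times), so free RNA is not their whole source. These values are consistent with a proximal identity of these 2 sub-clusters, as a hypothesis. Doublets with PT cells cannot be told apart from it. A median of 6 genes (1 to 22) exceeded 4 times their highest level in the other classes of the library, which doublets would not give unless a subset of a class exceeds its mean. That factor was set to 4 after a count without it had given a median of 83. *Havcr1* stood there at 20.5 to 309 CPM by library, against at most 19.8 in any other class. In the other 2 sub-clusters PT markers were a median of 0.375 times those of macrophages. These 2 are unlike. The one with 228 cells held loop of Henle markers at 1253 CPM, against 85.0 to 274 in the other sub-clusters, and *Epcam* at 1378 CPM. Its thin limb genes averaged 6.25 log2 units, against 5.13 to 5.27. These values go with a loop of Henle or thin limb identity of that sub-cluster, as a hypothesis. The one with 272 cells had loop of Henle markers at 85.0 CPM and *Epcam* at 30.1, beside its *Acta2* and *Tagln*. No test of origin was run on either, so that the origin of these 500 cells stays open.

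The unnumbered UIR and UUO libraries deviated from the means of their groups in the same direction across genes. Over 6 classes the median correlation of these deviations was 0.542, from 0.0919 in PT to 0.792 in the loop of Henle. These are correlations across genes, which are not independent replicates. A batch shared by these libraries could give this, and so could similar tissue by chance; the labels give no batch, and these cannot be told apart. The control library Ctrl did not share the deviation, with a correlation of at most 0.182 with either. With the unnumbered libraries as a batch term, 534 genes differed between UUO and UIR in the loop of Henle.

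Proliferating cells were 0.687% of PT cells in control, 0.619% in UIR and 9.71% in UUO (SD 10.5, range 2.20% to 21.7%, n = 3; exact permutation test, two-sided, p = 0.0357 for UUO). The UUO values rest on 57 to 91 PT cells per library. Doublets with proliferating immune cells and free RNA were not tested for this value.

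In 1 UUO library (number 2), a cluster of 138 cells named as intercalated took 132 of them from this library alone. Its pool held 1126 CPM of the inflammatory genes.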
